# Blimp-1 and c-Maf regulate *Il10 and *negatively regulate common and unique proinflammatory gene networks in IL-12 plus IL-27-driven T helper-1 cells

**DOI:** 10.12688/wellcomeopenres.19680.2

**Published:** 2023-12-01

**Authors:** Luke S. Cox, Marisol Alvarez-Martinez, Xuemei Wu, Leona Gabryšová, Raphaëlle Luisier, James Briscoe, Nicholas M. Luscombe, Anne O'Garra

**Keywords:** CD4+ T cells, Th1 cells, IL-10, IFN-γ, Prdm1, Maf

## Abstract

**Background:**

CD4 ^+^ Th1 cells producing IFN-γ are required to eradicate intracellular pathogens, however if uncontrolled these cells can cause immunopathology. The cytokine IL-10 is produced by multiple immune cells including Th1 cells during infection and regulates the immune response to minimise collateral host damage. In this study we aimed to elucidate the transcriptional network of genes controlling the expression of *Il10* and proinflammatory cytokines, including *Ifng* in Th1 cells differentiated from mouse naive CD4 ^+^ T cells.

**Methods:**

We applied computational analysis of gene regulation derived from temporal profiling of gene expression clusters obtained from bulk RNA sequencing (RNA-seq) of flow cytometry sorted naïve CD4 ^+^ T cells from mouse spleens differentiated *in vitro* into Th1 effector cells with IL-12 and IL-27 to produce *Ifng* and *Il10,* compared to IL-27 alone which express *Il10* only *,* or IL-12 alone which express *Ifng* and no *Il10,* or medium control driven-CD4 ^+^ T cells which do not express effector cytokines *.* Data were integrated with analysis of active genomic regions from these T cells using an assay for transposase-accessible chromatin with sequencing (ATAC)-seq, integrated with literature derived-Chromatin-immunoprecipitation (ChIP)-seq data and the RNA-seq data, to elucidate the transcriptional network of genes controlling expression of *Il10* and pro-inflammatory effector genes in Th1 cells. The co-dominant role for the transcription factors, *Prdm1* (encoding Blimp-1) and *Maf* (encoding c-Maf) *,* in cytokine gene regulation in Th1 cells, was confirmed using T cells obtained from mice with T-cell specific deletion of these transcription factors.

**Results:**

We show that the transcription factors Blimp-1 and c-Maf each have unique and common effects on cytokine gene regulation and not only co-operate to induce *Il10* gene expression in IL-12 plus IL-27 differentiated mouse Th1 cells, but additionally directly negatively regulate key proinflammatory cytokines including *Ifng*, thus providing mechanisms for reinforcement of regulated Th1 cell responses.

**Conclusions:**

These data show that Blimp-1 and c-Maf positively and negatively regulate a network of both unique and common anti-inflammatory and pro-inflammatory genes to reinforce a Th1 response in mice that will eradicate pathogens with minimum immunopathology.

## Introduction

CD4+ T helper 1 (Th1) cells are critical in controlling infection by production of the cytokine IFN-γ, which upregulates the expression of MHC-class II molecules on antigen-presenting cells (APC) thus enhancing their capacity to present antigen to activate CD4 ^+^ T cells, and also activates macrophages to kill intracellular pathogens ^1^. However, uncontrolled Th1 responses can cause immunopathology ^2^. IL-10 is a regulatory cytokine that has been widely shown to limit immunopathology particularly during infection and intestinal responses to pathobionts ^3– 6^ and mutations in IL-10 or the IL-10R result in inflammatory bowel disease (IBD) in humans ^7, 8^. Most cells of the immune system can produce IL-10 to limit over-exuberant immune responses and pathology ^5, 6, 9^. Th1 cells have been shown to be the critical source of IL-10 to limit responses to pathogens such as *Toxoplasma gondii* ^10^ and *Leishmania major* ^11^ and thus avoid immunopathology. The cytokine IL-27, which has been reported to regulate the immune response by multiple mechanisms ^12– 14^, promotes IL-10 production by effector Th1 CD4 ^+^ T cells *in vivo* in response to the malaria parasites *Plasmodium chabaudi* ^15^ and *L. major* ^16^ infections, providing a critical mechanism for protection from severe immunopathology. The transcription factors that regulate the differentiation and function of Th1 cells producing *Ifng* are well established, including STAT molecules and T-bet, however, whether these transcription factors regulate *Il10* expression as part of the differentiation pathway of Th1 cells has been difficult to decipher ^9^. Whether transcription factors such as *Prdm1* or *Maf,* which positively induce *Il10* expression, do so as part of the differentiation pathway of Th1 cells, or alternatively, simultaneously negatively regulate proinflammatory cytokines in Th1 cells, therefore not contributing to Th1 differentiation but instead reinforcing a regulated Th1 response, is unclear ^9, 17^.

Several transcription factors have been shown to regulate IL-10 in T cells ^13, 17^. Both common and cell-specific transcriptional mechanisms are in place to tightly regulate the expression of *Il10* and proinflammatory gene expression in T cells to ensure a controlled immune response to pathogens and/or other insults ^5, 6, 18– 20^. Since transcription factors have multiple gene targets this raises the question as to whether known transcription factors that positively regulate *Il10* may simultaneously negatively regulate proinflammatory cytokine expression in T cells, thus driving a controlled response to control immune responses to pathogens and pathobionts to limit host damage. For example, the transcription factor c-Maf has been shown to induce *Il10* expression directly across multiple T cell subsets both *in vitro* and *in vivo* ^5, 6, 13, 18– 20^ whilst also acting as a negative regulator of *Il2* ^17^ and Th17 responses ^21^. Blimp-1, encoded by the *Prdm1* gene, has also been shown to induce IL-10 ^13, 19, 20^, although originally described as a global regulator of T cell homeostasis and differentiation *in vivo* ^22– 26^.

Recently Kuchroo *et al.* ^13^, systematically identified regulators for *Il10* and highlighted *Prdm1* and *Maf* as two central nodes of the *Il10* regulatory circuits that cooperatively promoted IL-10 production in ‘Tr1 cells’ differentiated *in vitro* with IL-27 and through gain-of-function in Th1, Th2, Th17, and Treg cells ^13^. IL-27-driven ‘Tr1 cells’ lacking both *Prdm1* and *Maf* (DKO) showed an almost complete loss of *Il10* expression. Moreover, expression of several transcription factors shown previously to be important for *Il10* expression, including *Fosl2, Hif1a, Hlx, and Notch1* ^27^, was found to be abrogated in IL-27-driven ‘Tr1 cells’ from CD4 ^+^ T cells deficient in both *Prdm1* and *Maf,* showing the latter to be upstream major controllers of *Il10* gene regulaton ^13^. Moreover, DKO ‘Tr1 cells’ showed a unique reduction in chromatin accessibility in co-inhibitory receptor gene loci such as *Ctla4, Pdcd1* (PD-1), *Tigit, Havcr2* (Tim-3), suggesting that *Prdm1* and *Maf* have complementary but indispensable roles in regulating Tr1 at the transcriptional level and reinforcing the expression of negative immune regulators. The role of *Prdm1* and *Maf* in regulating *Il10* and proinflammatory cytokines in IL-10-producing Th1 cells, however, has as yet not been reported ^9, 17^.

In this study we applied computational analysis of gene regulation derived from temporal profiling of gene expression clusters integrated with analysis of active genomic regions in CD4 ^+^ Th1 effector cells differentiated with IL-27 plus IL-12, which express *Il10* together with proinflammatory cytokines. Gene expression and active genomic region analysis data was compared to T cells differentiated in IL-27 alone (named “Tr1 cells” ^13^), which express *Il10* but no proinflammatory cytokines *,* or conversely IL-12 alone, which express proinflammatory cytokines but not *Il10,* all compared to medium control, which do not express cytokines. The aim was to elucidate the transcriptional network of genes controlling expression of *Il10* and pro-inflammatory effector genes in Th1 cells, and identify transcription factors that not only induced *Il10,* and additionally negatively regulated Th1 proinflammatory gene expression, and were therefore not part of the Th1 differentiation pathway. We show that the transcription factors Blimp-1 and c-Maf each have unique and common effects on cytokine gene regulation and not only co-operate to induce *Il10* gene expression in IL-12 plus IL-27 differentiated Th1 cells, but additionally directly negatively regulate key proinflammatory cytokines including *Ifng*, thus providing mechanisms for reinforcing the regulation of Th1 cell responses. Thus, Blimp-1 and c-Maf positively and negatively regulate a network of both unique and common anti-inflammatory and pro-inflammatory genes to reinforce a Th1 response that will allow eradication of pathogens with minimum immunopathology.

## Methods

### Animals

Mice were bred and maintained under specific pathogen free conditions in accordance with the Home Office UK Animals (Scientific Procedures) Act 1986. Age-matched male or female mice were used for experiments. *Maf* ^fl/fl^ mice were provided by M. Sieweke and C. Birchmeier (Max Delbrück Centre for Molecular Medicine, Germany) ^28^ and backcrossed to C57BL/6J for 10 generations and then crossed to *Cd4* ^Cre^ mice to generate *Maf* ^fl/fl^ *Cd4* ^Cre^ mice as described in 17. *Prdm1* ^fl/fl^ mice were purchased from the Jackson Laboratory (Stock Number 008100) ^29^, and further backcrossed to C57BL/6J for four generations and then crossed to *Cd4* ^Cre^ mice to generate *Prdm1* ^fl/fl^ *Cd4* ^Cre^ mice. *Prdm1* ^fl/fl^ *Maf* ^fl/fl^ *Cd4* ^Cre^ and *Prdm1* ^fl/fl^ *Maf* ^fl/fl^ control mice were generated in-house by crossing *Maf* ^fl/fl^ *Cd4* ^Cre^ with *Prdm1* ^fl/fl^ *Cd4* ^Cre^ mice. All mouse breeding was performed under strict care and husbandry ensuring no discomfort to the mice. Breeding was carried out in accordance with UK Home Office regulations, under Project License, O’Garra *P5AF488B4,* 30 Apr 18 | Amended: 10 Jan 20 | Expired: 29 Apr 23, and were approved by The Francis Crick Institute Ethical Review Panel before each submission to the UK Home Office. This study adhered to the ARRIVE guidelines ^30^.

### Naïve CD4 ^+^ T cell sorting and *in vitro* helper T cell differentiation

For each experiment, spleens were obtained after humane killing of mice by either placing the animal into a secure chamber and filling it gradually with carbon dioxide until the animal was unconscious and until death was confirmed and then followed by cervical dislocation; or by cervical dislocation of the neck, depending on how many mice needed to be humanely killed. Spleens from a total of 5–10 age-matched mice per genotype were homogenized and incubated with unconjugated rat anti-mouse antibodies against B220 (RA3.6B2, DNAX), MHC class-II (M5/114, eBioscience) and CD8 (C291.2.43, DNAX). CD4 ^+^ T cells were then negatively enriched using magnetic beads (BioMag, Qiagen). Live naïve CD4 ^+^CD62L ^+^CD44 ^lo^CD25 ^-^ T cells were then sorted to over 95% purity using the following antibodies: CD4 (RM4-5, e450), CD8 (53-6.7, FITC), CD62L (MEL-14, PE-Cy7), CD44 (IM7, PE) and CD25 (PC61.5, APC) (all from eBioscience); and propidium iodide (final concentration 2µg/ml, Sigma) on either a MoFlo XDP or Influx flow cytometer (Beckman Coulter, Inc.). Sorted naïve CD4 ^+^ T cells were then plated at 500,000 cells/well in flat-bottom 48-well plates and stimulated with plate-bound anti-CD3 (5µg/ml, 2C11, Harlan) and soluble anti-CD28 (2µg/ml, 37.51, Harlan) for up to 4 days in the presence of no polarizing cytokines for Medium control, IL-12 (rmIL-12p70, 5ng/ml, eBioscience), IL-12+IL-27 (rmIL-12p70, 5ng/ml, eBioscience; rmIL-27, 25ng/ml, R&D); or IL-27 (rmIL-27, 25ng/ml, R&D). All cells were cultured in conditioned RPMI (BE12-702F, Lonza) supplemented with 10% (v/v) heat-inactivated FCS (Gibco), 100U/ml Pen-Strep, 2mM L-glutamine, 1mM Sodium pyruvate, 10mM HEPES (all Lonza) and 0.05mM 2-Mercaptoethanol (Sigma) in a humid incubator at 37°C with 5% carbon dioxide. For each experiment three wells were differentiated per condition to give technical triplicates from the pool of naïve CD4 ^+^ T cells per genotype.

### Quantitative RT-PCR

RNA was extracted from *in vitro* differentiated T-helper cells using the QIAShredder and RNeasy Mini Kit, or RNeasy Micro kit, both with on-column DNase digestion, according to the manufacturer’s instructions (Qiagen). Eluted RNA was then reverse transcribed using a High Capacity cDNA Reverse Transcription kit (Applied Biosystems) plus RNasin (Promega) according to the manufacturer’s instructions, followed by RNaseH (Promega) treatment for 30 min at 37°C. High-Capacity cDNA Reverse Transcription kit (Applied Biosystems) was used to convert RNA into cDNA. Samples were incubated for: 10 min 25°C, 2 hr 37°C, 5 min 85°C in a thermal cycler (Vertiti Thermo Cycler, Applied Biosystems). Residual RNA was digested by RHase H incubation (final concentration 0.03U/μl, Invitrogen) for 30 min at 37°C. Reverse transcribed cDNA was then diluted to 5ng/μl using nuclease-free water (Ambion) and stored at -80°C. TaqMan™ Assay system (Applied Biosystems) was used for RT-qPCR-analysis, reaction mix/primer probes are summarised below. Reactions were carried out in 96-well plates (Applied Biosystems) on either a 7900HT or QuantStudio 3 RT-qPCR machine (Applied Biosystems). For each experiment, RT-qPCR was always performed to confirm the deletion of either *Maf, Prdm1* or both. All genes were analysed relative to the housekeeping gene hypoxanthine phosphoribosyltransferase 1 (encoded by the *Hprt*) gene. Delta Ct (ΔCt) was calculated by taking the difference between the Ct value of the gene of interest and the Ct for *Hprt* in a given sample, which was then inputted into the following equation (1.8^- ΔCt)*10^5 to give relative gene expression. For consistency, in the Applied Biosystems qPCR software the Ct threshold was manually set to 0.25 with automatic baseline threshold activated for all experiments and primer probes. cDNA was then analysed for the expression of specific genes on a 7900HT ABI, QS3 or QS5 real-time PCR system, using the TaqMan Universal Master Mix II – no UNG and the following TaqMan mouse probes (all from Applied Biosystems): *Il10* (mm00439616_m1), *Ifng* (mm01168134_m1), *Tbx21* (mm00450960_m1), *Hprt* (mm03024075_m1). All expression levels were normalised to the internal housekeeping gene *Hprt* and calculated as 1.8 ^-(Ct *Hprt*−Ct *gene*)^ x10 ^5^. Reactions are run on a Thermal Cycler, Veriti model (Applied Biosystems).

### Statistical analysis

All figure legends show the number of independent biological experiments performed for each analysis and replicates. For PCR analysis, two-tailed unpaired t-test with 95% confidence interval was used for statistical analysis. All statistical analysis, apart from the sequencing data analysis was carried out with GraphPad Prism 8 (RRID:SCR_002798) software (GraphPad, USA) (*=p≤0.05; **=p≤ 0.01; ***=p≤ 0.001, ****=p≤0.0001). Analyses for sequencing data were performed with R Project for Statistical Computing (RRID:SCR_001905) version 3.6.1 and Bioconductor (RRID:SCR_006442) version 3.9 unless otherwise stated. Error bars and n values used are described in the figure legends.

### RNA-seq of *in vitro* differentiated T-helper cells

RNA was extracted using the QIAShredder and RNeasy Mini Kit, or RNeasy Micro kit, both with on-column DNase digestion, according to the manufacturer’s instructions (Qiagen). RNA-seq libraries were made with total RNA equally pooled from the technical triplicate wells within an independent biological experiment, using the Illumina Stranded TruSeq Library preparation kit V2 and unique multiplexing indexes, according to the manufacturer’s instructions (Illumina). All libraries were then sequenced using the HiSeq 4000 system (Illumina) with paired-end read lengths of 100bp and at least 25 million reads per sample.

### ATAC-seq of *in vitro* differentiated T-helper cells

ATAC-seq samples from *in vitro* differentiated T-helper cells were prepared as outlined in 31. For each sample, 50,000 cells were lysed in cold lysis buffer containing 10mM Tris-HCl, pH 7.4, 10mM NaCl, 3mM MgCl2, 0.1% Nonidet™ P40 substitute (all Sigma) and the nuclei incubated for 2 hours at 37°C with 50μl of TDE1/TD transposase reaction mix (Illumina). Tagmented DNA was then purified using the MinElute kit (Qiagen) and amplified under standard ATAC PCR conditions: 72°C for 5 min; 98°C for 30s and thermocycling at 98°C for 10s, 63°C for 30s and 72°C for 1 min for 12 cycles. Each 50μl PCR reaction consisted of: 10μl Tagmented DNA, 10μl water, 25μl NEBNext High-Fidelity 2x PCR Master Mix (NEB), 2.5μl Nextera XT V2 i5 primer and 2.5μl Nextera XT V2 i7 primer (Illumina). NexteraXT V2 primers (Illumina) were used to allow larger scale multiplexing, these sequences were ordered directly from Sigma (0.2 scale, cartridge) and diluted to 100μM with 10mM Tris-EDTA buffer, pH8 (Sigma) and then to 25μM with DEPC-treated water (Ambion) for use in the reaction. Following amplification, ATAC-seq libraries were cleaned up using 90μl of AMPure XP beads (Beckman Coulter) and two 80% Ethanol washes whilst being placed on a magnetic plate stand, before being eluted in 1mM (0.1x) Tris-EDTA buffer, pH8 (Sigma) diluted with DEPC-treated water (Ambion). ATAC-seq libraries were then checked on the TapeStation/BioAnalyser (Agilent) before being sequenced on the HiSeq 4000 system (Illumina), with paired-end read lengths of 50bp and at least 50–80 million uniquely mapped reads per sample.

### RNA-seq: pre-processing and quality control ( *in vitro* CD4+ T cell datasets)

Paired end RNA-seq reads were quality controlled and adapters were trimmed using skewer (RRID:SCR_001151) software version 0.2.2 ^32^ with the following parameters: "-m pe -q 26 -Q 28 -e -l 30 -L 100", specifying the relevant adapter sequences. Reads were then aligned to mm10 genome and the GENCODE reference transcriptome version M22 using STAR (RRID:SCR_004463) software version 2.7.1 ^33^, excluding multi-mapping reads by setting the parameter “outFilterMultimapNmax” to 1. In order to increase read mapping to novel junctions the parameter “twopassMode” was set to "Basic". Raw gene counts were retrieved using QoRTs software version 1.1.8 ^34^, specifying the “stranded” parameter for the *in vitro* CD4 ^+^ T cell datasets due to the nature of the library preparation. Normalized read counts were retrieved using DESeq2 (RRID:SCR_015687) version 1.24.0 ^35^ and rlog transformed in order to visualize gene quantifications.

### RNA-seq kinetics analysis of *in vitro* CD4+ T cells

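Over the comparisons of a cytokine condition with Medium of the same day, 2505 of 10239 genes reached an adjusted p under 0.05 and a change of at least 1.5-fold. The test was limma's moderated test on the deposited log2 values, with the spread shared by the 16 groups of 2 libraries. By day, 493 genes passed at day 1, 544 at day 2, 1193 at day 3 and 2111 at day 4. IL-12 alone gave 0 genes at day 1 and at day 2, where 2 and 176 genes had an unadjusted p under 0.05, then 291 at day 3 and 596 at day 4. IL-12+IL-27 gave 462, 494, 1017 and 1867 genes over the 4 days, and IL-27 gave 311, 317, 896 and 1533. Because the 3 cytokine conditions of a day share the same 2 Medium libraries, their counts are not independent. The alternative that moved the total most was a filter on genes with a mean value of at least 8, chosen after the data were seen, which gave 2000 genes.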

Differentially expressed genes (DEG) at any given time point for IL-12, IL-12+IL-27, and IL-27 compared to medium control were obtained using DESeq2 (fold change >=1.5 and Benjamini-Hochberg adjusted p value<0.05), resulting in a total of 2,300 DEG. Next, the gene expression values of these DEG were subjected to *k-*means clustering using a *k*=9; where the optimal *k* was obtained using the R library “factoextra” (RRID:SCR_016692) (factoextra 2017). The expression values of the 2,300 DEG were standardized per gene (row z score) and plotted in a heatmap. The mean expression and 90% c.i. were obtained for these clusters and plotted.

### Transcription factors correlating with *Il10* expression

A gene was considered to be coding for a transcription factor if it was present in at least two of the following references ^36– 38^, or Ingenuity Pathway Analysis (RRID:SCR_008653) (IPA) database (genes annotated as either "transcription regulator" or "ligand-dependent nuclear receptor") (QIAGEN Redwood City, www.qiagen.com/ingenuity).

Genes encoding for transcription factors that have expression patterns correlating with *Il10* gene expression were analysed (absolute Pearson's correlation >0.7) from Days 1 to 4 in all conditions. A linear regression model was fitted for the top 9 transcription factors positively correlating with *Il10* expression.

### Genome-wide differential footprint detection with BaGFoot software

To identify potential transcription factors underlying the gene expression changes occurring between Day 2 and Day 3, we applied the BaGFoot software on our ATAC-seq data ^39^, using all ATAC-seq peaks identified in each treatment condition at Day 2 and Day 3. BaGFoot predicts these changes by searching for TF-binding motif matches in regions with altered ATAC-seq insertion patterns between the two days. We used 318 motifs of class A and B quality in the HOCOMOCO (RRID:SCR_005409) database v11 ^40^. BaGFoot does not consider replicates for the analysis, thus we performed two pair-wise comparisons (using all biological replicates) for each condition and calculated the average changes in accessibility and footprint-depth. Results are displayed as bagplots, using a fence of factor 2. We identified TFs with potentially altered binding between Day 2 and Day 3 by identifying the outliers of the multivariate distribution, as assessed by the Mahalanobis distance of each TF to the multivariate distribution ^39^. The statistical significance of these distances was tested using a Chi-square distribution followed by a Benjamini-Hochberg correction for multiple-testing, as recommended by BaGFoot, and shown as tables.

### Differential gene expression analysis of *in vitro* CD4 ^+^ T cells: *Cd4* ^Cre^-mediated deletion of transcription factors versus floxed controls

The DEG of CD4 ^+^ T cells with *Cd4* ^Cre^-mediated deletion of *Prdm1*, *Maf*, or both *Prdm1* and *Maf* against their corresponding floxed controls were obtained for all conditions (Medium, IL-12, IL-12+IL-27, and IL-27) using DeSeq2 with the default thresholds (Benjamini-Hochberg adjusted p value<0.1), this resulted in 208, 561, and 802 for cells with *Cd4* ^Cre^-mediated deletion of *Prdm1*, *Maf*, and both *Prdm1* and *Maf*, respective.

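In the deposited log2 values, limma's moderated test at an adjusted p under 0.1 gave 128 genes in at least 1 condition after deletion of Prdm1, 676 after deletion of Maf and 578 after deletion of both. With the 36 libraries of the Prdm1 table the counts were 6 genes in Medium, 5 in IL-12, 116 in IL-12+IL-27 and 35 in IL-27. The 32 libraries drawn in Fig. 5a gave 3, 6, 71 and 24 genes, and 77 in any condition. Deletion of Maf gave 0 genes in Medium, where 585 had an unadjusted p under 0.05, 5 in IL-12, 37 in IL-12+IL-27 and 655 in IL-27. Deletion of both gave 13, 180, 371 and 134 genes in the same order of conditions. Estimating the spread from only the 2 groups compared gave totals of 24, 88 and 128 genes, and 1 genotype effect over the 4 conditions gave 330, 1008 and 1604. Of 100 drawn splits of the Prdm1 libraries in each condition, some gave at least as many genes as the real split, itself included. They numbered 7 in Medium, 8 in IL-12, 10 in IL-12+IL-27 and 3 in IL-27. These numbers may reflect a difference between libraries that both genotypes share, and do not by themselves argue against an effect of the deletion.

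**Figure D1:**
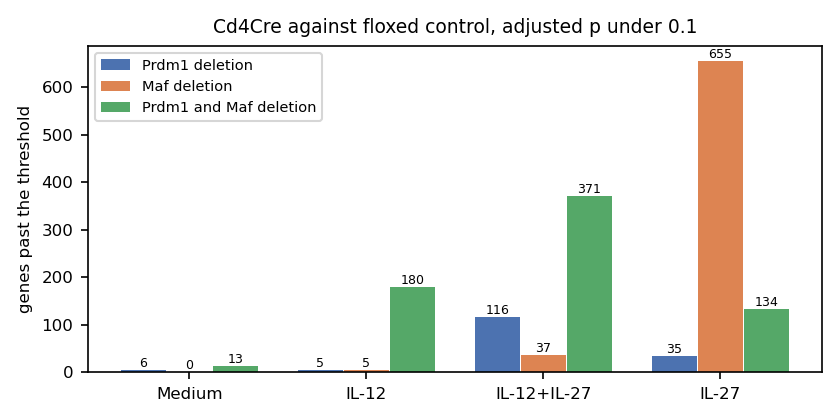
Number of genes past an adjusted p of 0.1 (vertical axis) in Cd4Cre cells against floxed controls, by cytokine condition (horizontal axis) and deleted gene (colours), all libraries. Deletion of Maf has its most genes in IL-27, 655, while deletion of Prdm1, 116, and of both, 371, have theirs in IL-12+IL-27.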

### Singular Value Decomposition analysis and biological interpretation

Singular Value Decomposition (SVD) analysis was performed as in 17 on each set of samples that shared a genetic background: a) *Prdm1* ^fl/fl^ *Cd4* ^Cre^ was analysed with *Prdm1* ^fl/fl^, b) *Maf* ^fl/fl^ *Cd4* ^Cre^ with *Maf* ^fl/fl^, and c) *Prdm1* ^fl/fl^ *Maf* ^fl/fl^ *Cd4* ^Cre^ with *Prdm1* ^fl/fl^ *Maf* ^fl/fl^. Prior to the SVD analysis, the rlog-normalized gene counts were "centered" by subtracting the mean expression per gene. The average values of the right-singular vectors, which relate the association of each sample to a component, were plotted as bar-plots.

For each right-singular vector three linear models were fitted: 1) a full linear model containing the variables for the differentiation condition and the genotype, 2) a reduced model containing only the differentiation condition, and 3) a reduced model containing only the genotype. In order to identify the association of each component with the condition and/or genotype the Akaike Information Criterion (AIC) score was calculated and an analysis of variance (ANOVA) with a Chi-squared-test was performed between the full model (1) versus the reduced ones (2 and 3). The component capturing the *Cd4* ^Cre^-mediated transcription factors deletion was chosen using the following criteria:

a) The component where the AIC of the reduced genotype model is lower than AIC of the full mode (line-plot)
b) The component with the smallest p value in the ANOVA (heatmap). Only statistically significant values (BH adjusted p value <0.05) were plotted for visualisation.
c) The component in which the average values of the right-singular vectors diverge in sign for *Cd4* ^Cre^-mediated transcription factors deletion *vs.* floxed controls shown as histograms.

The left-singular vectors, which relate the contribution of a gene to a component, were segregated between positive and negative values, and each set was subjected to *k-*means clustering ( *k*=2). The genes belonging to the most positive and negative clusters were selected for further examination and they are referred in the text as the "SVD components associated with *Cd4* ^Cre^-mediated deletion".

For each genetic background the standardised expression values (row z score) of genes belonging to the component capturing the *Cd4* ^Cre^-mediated transcription factors deletion are shown in the heatmaps.

To further dissect the genes mostly affected by the *Cd4* ^Cre^-mediated transcription factors deletion a matrix containing the fold-changes of the three genetic backgrounds ( *Prdm1*, *Maf*, and *Prdm1xMaf*) was created and subjected to *K* means clustering (k=7).

### Data annotation

Gene Ontology (GO) ^41, 42^ (RRID:SCR_002811) enrichment was assessed using the R package “topGO” (RRID:SCR_014798) ^43^. The top 100 GO terms of "biological processes'' were further synthesized using REViGO (RRID:SCR_005825) ^44^ with allowed similarity=0.4. The top 10 GO terms were shown for annotation.

### ATAC-seq: pre-processing and quality control of *in vitro* CD4+ T cells

Paired end ATAC-seq reads were quality controlled and adapters were trimmed using Skewer software version 0.2.2 ^32^ with the following parameters: "-m pe -q 26 -Q 30 -e -l 30 -L 50", specifying "CTGTCTCTTATACAC" as reference adapter sequence to remove. Quality controlled reads were then aligned to mm10 genome using BWA-MEM (RRID:SCR_010910) ^45^ with (Picard toolkit 2018 (RRID:SCR_006525)) and SAMtools (RRID:SCR_002105) 1.3.1 ^46^ was used to discard discordant alignments and/or with low mapping qualities (mapQ<30). In order to account for transposase insertion, reads were shifted +4bp in the forward and -5bp in the reverse strand; moreover, read-pairs that spanned >99bp were excluded from further analyses as they would span nucleosomes ^31^.

### Identification of open chromatin sites

MACS2 (version 2.1.1) (RRID:SCR_013291) was used to identify ATAC-seq peaks using the following parameters: "parameters --keep-dup all --nomodel --shift -100 --extsize 200; q-value < 0.01", in order to identify enrichment of Tn5 cutting sites ^47^.

### Differentially accessible site detection *in vitro* CD4+ T cells

In order to identify open chromatin sites that differed in accessibility between *Cd4* ^Cre^-mediated transcription factor deletion and floxed controls, DiffBind (RRID:SCR_012918) software version 2.0.2 ^48^ was used with the following parameters: "dba.count:minOverlap=0, score= DBA_SCORE_RPKM, bRemoveDuplicates=FALSE, bUseSummarizeOverlaps= TRUE; dba.analyze: method=DBA_DESEQ2, bFullLibrarySize=T" for each condition and genetic background. An ATAC-seq peak was considered to represent remodelled chromatin if the absolute fold-change>1.5 and FDR<0.05.

### Identification of c-Maf and Blimp-1 putative binding sites

c-Maf ChIP-seq raw fastq files were obtained from GSE40918 ^21^ and Blimp-1 ChIP-seq raw fastq files were obtained from GSE79339 ^49^ and GSE66069 ^50^. Trimmomatic version 0.36 was used for quality control and trim adapter sequences using the following parameters: "HEADCROP:2 TRAILING:25 MINLEN:26" ^51^. Trimmed reads were aligned to mouse genome mm10 with Bowtie (RRID:SCR_005476) 1.1.2 ^52^ with the parameters: "y -m2 --best --strata -S". MACS2 2.1.1 was used with default parameters to identify ChIP-seq peaks, and peaks with a q-value<0.01 were defined as statistically significant binding sites. For each transcription factor, a final peak set was generated from the union of the statistically significant binding sites identified in each biological replicate (c-Maf) or GEO dataset (Blimp-1). This resulted in 45,727 ChIP-seq binding sites for c-Maf and 16,893 binding sites for Blimp-1. CRUNCH suite ^53^ was used to infer the c-Maf motif, as the source dataset provided biological replicates and a suitable input control. On the other hand, the motif of Blimp-1 was taken from HOCOMOCO database v11 ^40^ as two distinct ChIP-seq datasets were used, neither with biological replicates, thus not suitable for analysis with CRUNCH. These identified motifs were used as input for FIMO software ^54^ the sequences underlying the ATAC-seq peaks were scanned for motif-matches in order to identify further putative binding sites of c-Maf and Blimp-1.

### Visualisation of genome browser tracks

"bamCoverage" from DeepTools (RRID:SCR_016366) 2.4.2 was used to normalize ATAC-seq data to RPKMs and the R package "ggbio" (RRID:SCR_003313) was used to visualize the genome browser tracks ^55^. The CNS sites marked have the following coordinates ( Table 1).

**Table 1.** Coordinates correspond to mm10 genome.

Gene	Chromosome	start	end	CNS	Citation
*Il10*	1	130999687	130999976	-20	19
*Il10*	1	131010529	131010907	-9	19
*Il10*	1	131015400	131015593	-4.5	19
*Il10*	1	131019438	131019696	-0.5	19
*Il10*	1	131025957	131026170	6.45	57
*Prdm1*	10	44444389	44444891	14	19
*Prdm1*	10	44459445	44459716	-1	19
*Prdm1*	10	44459873	44460126	-1.5	19
*Prdm1*	10	44460425	44460609	2	19
*Ifng*	10	118435228	118435850	-6	58
*Ifng*	10	118419035	118419610	-22	58
*Ifng*	10	118406839	118407520	-34	58
*Ifng*	10	118458481	118459017	18	58
*Ifng*	10	118460275	118460853	20	58
*Ifng*	10	118470550	118471067	29	58
*Maf*	8	115707132	115707487	-0.5	59
*Maf*	8	115707694	115708065	-1	59

Integration of ATAC-seq, ChIP-seq, motifs, and RNA-seq from *in vitro* CD4+ T cells. ChIP-seq-identified binding sites of c-Maf and Blimp-1 were filtered using the ATAC-seq peaks in order to obtain those binding sites that were biologically relevant to our *in vitro* CD4 ^+^ T cells datasets. At this stage, each ATAC-seq had assigned an overlapping ChIP-seq peak, a motif, or none. A gene was assigned to an ATAC-seq peak based on distance proximity, if the peak was within +/- 3kb of the gene body coordinates, using the R package “ChIPSeeker” (RRID:SCR_021322) ^56^. Thus, a gene was a direct target of c-Maf and/or Blimp-1 if said gene was annotated with an ATAC-seq peak containing a putative binding site from either transcription factor (identified by motif or ChIP-seq). To quantitatively rank abundance of c-Maf or Blimp-1 binding sites in each gene, we applied the same approach as before in 17, additionally the likelihood of c-Maf or Blimp-1 to regulate a gene was calculated using the Binding and Expression Target Analysis (BETA) (RRID:SCR_005396) software, with the following parameters: "plus -g mm10 --da 0.5 --df 1 -c 1".

Direct targets of c-Maf and/or Blimp-1 are depicted in the gene regulatory networks. For all networks, *Maf* and *Prdm1* nodes were added, in order to visualize target genes of Blimp-1 and c-Maf. These gene regulatory networks show the integration of all these "omic" datasets and were generated using the "igraph" R package ^60^. Each node represents a gene, and the size of a node represents the left-singular vectors obtained from the SVD analysis, thus relating the effect on expression the *Cd4* ^Cre^-mediated deletion of *Prdm1* and/or *Maf* had on a gene. The edges depict the relationship of a target gene with c-Maf and Blimp-1, the thickness of the edge shows the likelihood of a gene being a target of either c-Maf or Blimp-1 as assessed by the BETA software. The colouring of the edge shows if the target gene has a c-Maf (green), Blimp-1 (pink), or c-Maf and Blimp-1 (blue) binding site assigned. For visualization purposes, the size of the maximum left-singular vector was fixed to be equal to the 2 ^nd^ highest; additionally, the labels of gene names were only added for the 50 most affected genes according to the SVD analysis. Scores used to generate the networks are available in Supplementary Table 7 as *Underlying data* ^30^.

## Results

### Expression of *Prdm1* and *Maf* correlates with *Il10* expression in Th1 cells

We previously showed that T cell-specific deletion of *Maf* resulted in the maximal reduction of IL-10 production by Th1 cells *in vivo* as compared to other T cell subsets ^17^. However, since this effect was incomplete, we set out to identify additional transcription factors that positively regulate *Il10* in Th1 cells. To achieve this, we first analysed changes in temporal gene expression *in vitro* in naïve CD4 ^+^ T cells stimulated with anti-CD3 and anti-CD28 as described in the Methods, and differentiated these over time with IL-27 plus IL-12 into CD4 ^+^ Th1 effector cells which express *Il10* together with proinflammatory cytokines such as *Ifng,* and compared to T cells differentiated in IL-27 alone (named “Tr1 cells” ^13^), which express *Il10* but no proinflammatory cytokines *,* or conversely IL-12 alone, which express proinflammatory cytokines including *Ifng* but not *Il10,* all compared to medium control, which do not express cytokines. The combination of IL-12 and IL-27 has been shown *in vivo* to be required for maximal levels of IFN-γ and IL-10 production by CD4 ^+^ Th1 cells ^12, 15, 16^. Cells were cultured under these different conditions for 4 days and sampled at each time point for RNA-based next-generation sequencing (RNA-seq). 

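The deposited kinetics table holds 32 libraries, 2 for each of Medium, IL-12, IL-12+IL-27 and IL-27 at each of days 1 to 4, all from mice with floxed Prdm1 and no Cre. IL-12 was used at 5 ng/ml and IL-27 at 25 ng/ml. The values are the regularized log2 values (rlog) that DESeq2 makes for plotting, not counts, and they cover 10239 genes. The rlog transformation draws the differences of weakly expressed genes toward 0, so a fold change of such a gene is understated. Read counts were not used here, and the depth of each library was not analysed here, so no interval from counting could be given. The median value of a library lay between 9.955 and 10.03. In every group, Xist and 4 Y-linked genes showed 1 library from female and 1 from male mice. Each kinetics fold change is the mean of 2 libraries minus the mean of the 2 Medium libraries of the same day, on the log2 scale. Gene positions are on GRCm38.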

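Principal component analysis of the centred values of all 10239 genes gave a first component with 61.2% of the variance, component 2 14.6% and component 3 7.23%. The day explained 82.7% of the differences between libraries on component 1, and the cytokine condition explained 9.85%. Scores on component 1 ran from -0.219 to -0.184 at day 1 and from -0.157 to -0.0247 at day 2. They ran from -0.0331 to 0.231 at day 3 and from 0.0405 to 0.32 at day 4, so that the ranges of days 2 and 3 touched. On component 2 the cytokine condition explained 74.7%, and the presence of IL-27 by itself 67.9%. All 8 libraries with IL-12+IL-27 scored between 0.15 and 0.224 and all 8 with IL-27 between 0.0686 and 0.192. Medium and IL-12 libraries scored between -0.369 and 0.0287. The sex of the mice explained 0.633% of component 1 and 0.101% of component 2.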

Cells clustered distinctly for the most part according to time point of differentiation ( Figure 1a, Figure 1b), with the principal component 1 separating days 1 and 2 from days 3 and 4 ( Figure 1b; Supplementary Table 1 in *Underlying data* ^30^).

**Figure 1.**
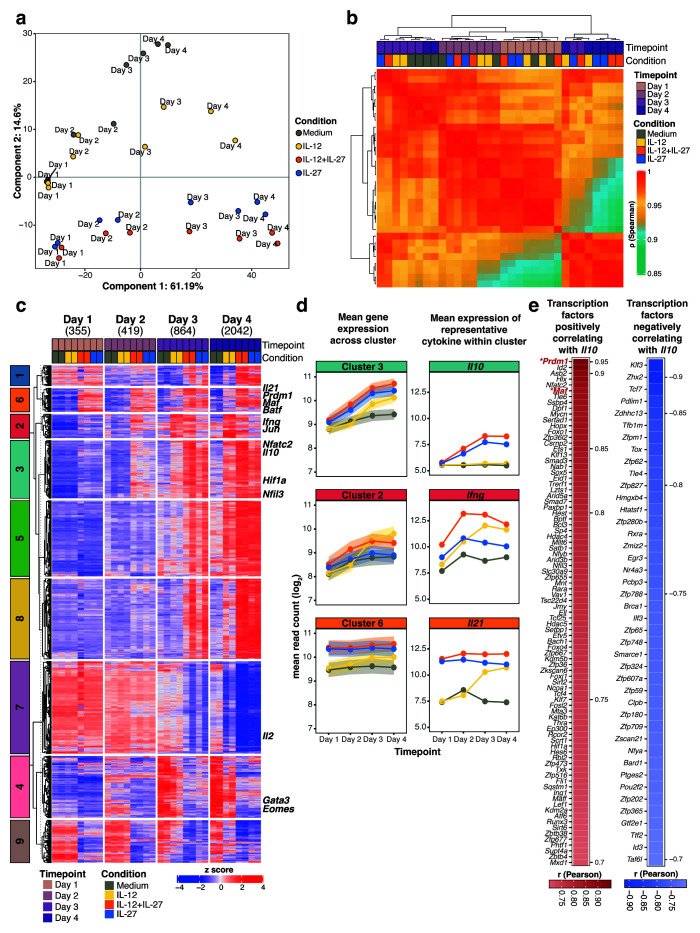
Temporal gene regulation by IL-27 in CD4 ^+^ T cells is accompanied by clusters of candidate transcription factors that correlate with *Il10* expression, including Blimp-1 and c-Maf. RNA-seq analysis of flow cytometry sorted naïve CD4 ^+^ T cells activated *in vitro* with anti-CD3 and anti-CD28 antibodies and differentiated in the presence of Medium (no cytokines), IL-12, IL-12+IL-27, or IL-27 from Day 1 to Day 4. **a**, Principal component analysis (PCA) showing the two most dominant variables, time point (PC1: Day 1-2 versus Day 3-4) and differentiation condition (PC2: presence versus absence of IL-27 during differentiation). **b**, Unsupervised hierarchical clustering of a pair-wise Spearman correlation of samples encompassing CD4 ^+^ T cells differentiated *in vitro* in the presence of Medium, IL-12, IL-12+IL-27, or IL-27 from Day 1 to Day 4. **c**, Heatmap visualization of differentially expressed genes per condition compared to Medium (fold change >=1.5 and BH adjusted p value<0.05), partitioned into 9 clusters using *k*-means clustering. The values above the heatmap between parentheses show the number of differentially expressed genes at each time point. **d**, Gene expression profiles depicting the mean gene expression ±90% confidence intervals (c.i.) across all genes for clusters 3, 2 and 6 accompanied by mean gene expression for representative cytokines *Il10*, *Ifng* and *Il21* respectively. **e**, All transcription factors annotated in the mouse genome positively correlating (Pearson’s *r*>0.7) and negatively correlating (Pearson’s *r*<0.7) with *Il10* expression in *in vitro* CD4 ^+^ T cells differentiated in the presence of Medium, IL-12, IL-12+IL-27, or IL-27 from Day 1 to Day 4. Data from n=2 biological replicates.

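The 2505 genes were grouped by k-means with 9 clusters and 50 starts, on values centred and scaled for each gene over the 32 libraries. A second random seed gave nearly the same partition, with an adjusted Rand index of 0.983.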

Co-regulated clusters of gene expression were revealed using k-means clustering ( Figure 1c; Supplementary Table 2 in *Underlying data* ^30^). 

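Il10 (ENSMUSG00000016529.5, chromosome 1, 131019845 to 131024974), which encodes interleukin 10, fell in a cluster of 471 genes. Ifng (ENSMUSG00000055170.4, chromosome 10, 118441046 to 118445892), which encodes interferon gamma, fell in a cluster of 280, and Il21 (ENSMUSG00000027718.8, chromosome 3, 37222759 to 37232636), which encodes interleukin 21, in a cluster of 158. In each of 20 further seeds Il10 lay in a different cluster from Ifng and from Il21.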

Clusters 3, 2 and 6 each expressed effector T cell cytokines genes, including *Il10, Ifng and Il21*, respectively ( Figure 1c). Expression of *Il10* (Cluster 3) was seen in IL-12+IL-27 or IL-27 driven T cells, peaking at days 3 and 4 of culture, although other genes within this Cluster 3 were also increased similarly in Th1 cells driven by IL-12 alone ( Figure 1c and Figure 1d). By contrast, expression of *Ifng* within Cluster 2, was maximal in IL-12+IL-27 driven Th1 cells from days 2–4 of culture. 

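The log2 fold change of Il10 over Medium in IL-12+IL-27 was 0.26, 1.58, 2.73 and 2.75 at days 1 to 4, with adjusted p of 0.584, 0.00106, 8.86e-07 and 4.97e-07. In IL-27 alone it was 0.17, 1.11, 2.09 and 1.88, with adjusted p of 0.908, 0.0271, 3.77e-05 and 6.15e-05. In IL-12 it was 0.02, 0.05, 0.11 and 0.18, and none of the 4 days passed the threshold (adjusted p of 1, 0.999, 0.994 and 0.706). The direction at day 4 in IL-12 depended on the scaling, being -0.04 after quantile normalization, an alternative chosen after the data were seen. At day 4, Il10 stood at 8.25 ± 0.45 (SD, n = 2) in IL-12+IL-27, 7.38 ± 0.94 (SD, n = 2) in IL-27 and 5.50 ± 0.01 (SD, n = 2) in Medium. These values are limma's, and with 2 libraries in each group no exact test of a single gene can reach an ordinary threshold.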

*Ifng* showed delayed induction in IL-12 alone driven Th1 cells, and a small increase in IL-27 alone driven T cells by day 2, which then decreased with time to the levels seen in medium control cultures ( Figure 1c and d). 

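In IL-12+IL-27 the log2 fold change of Ifng over Medium was 2.52, 4.15, 4.56 and 3.37 at days 1 to 4 (adjusted p of 0.00449, 3.24e-05, 3.92e-06 and 6.68e-05). In IL-12 alone it was 0.52, 1.31, 3.45 and 2.86 (adjusted p of 1, 0.999, 0.000537 and 0.00125). In IL-27 alone it was 1.29, 1.80, 1.90 and 1.27 (adjusted p of 0.246, 0.0623, 0.0167 and 0.0721). The mean level of Ifng in IL-27 was 10.81 ± 0.03 (SD, n = 2) at day 2 and 10.05 ± 0.08 (SD, n = 2) at day 4, against 9.02 ± 1.23 (SD, n = 2) and 8.78 ± 1.19 (SD, n = 2) in Medium.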

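Jun (ENSMUSG00000052684.4, chromosome 4, 95049034 to 95052222) was placed with Ifng in all 20 seeds, and in the main fit their cluster held 280 genes.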

Expression of *Ifng c*lustered with expression of the transcription factor *Jun* ( Figure 1c). Collectively the expression of the genes in Cluster 6 was induced by IL-12+IL-27 and IL-27 alone and to a lesser extent in IL-12 driven Th1 cells and was maximal from days 1–4 of culture ( Figure 1c and d). 

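Il21 rose over Medium by a log2 fold change of 4.13, 3.70, 4.50 and 4.62 in IL-12+IL-27 at days 1 to 4 (adjusted p of 4.2e-08, 1.49e-07, 3.45e-09 and 1.89e-09) and of 3.89, 3.12, 3.68 and 3.62 in IL-27 alone (adjusted p of 1.42e-07, 2.89e-06, 1.01e-07 and 7.99e-08). In IL-12 alone the fold changes were 0.06, -0.32, 2.79 and 3.32 (adjusted p of 1, 0.999, 1.67e-05 and 6.22e-07).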

Expression of *Il21* was also observed within this Cluster 6 and was maximally induced in IL-12 + IL-27 and IL-27 alone driven T cells by day 1 to day 4 of culture, however IL-12 driven Th1 cells only started to express *Il21* by days 3 and 4 of culture as compared to medium controls ( Figure 1c and d). Our findings suggest a role for IL-21 in autocrine expansion of T effectors rather than as a regulator of *Il10* as has been previously suggested ^61, 62^, since it is produced maximally by Th1 cells, which do not produce IL-10.

*Il10* expression clustered with the transcription factors *Nfatc2, Hif1a* and *Nfil3* (Cluster 3), while *Il21* expression clustered with the transcription factors *Prdm1, Maf* and *Batf* (Cluster 6), all of which were highly expressed upon culture with IL-12+IL-27 or IL-27 alone ( Figure 1c). 

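In the clusters of the deposited values, Prdm1 (ENSMUSG00000038151.13, chromosome 10, 44437177 to 44528501) and Maf (ENSMUSG00000055435.6, chromosome 8, 115682942 to 115707794) lay with Il21 in all 20 seeds. Batf (ENSMUSG00000034266.6, chromosome 12, 85686669 to 85709087) lay apart from Il21 in all of these seeds, and in the main fit its cluster held 99 genes. Nfatc2 (ENSMUSG00000027544.16, chromosome 2, 168476410 to 168601657), Hif1a (ENSMUSG00000021109.13, chromosome 12, 73901375 to 73947530) and Nfil3 (ENSMUSG00000056749.7, chromosome 13, 52967209 to 52981073) lay with Ifng rather than with Il10, whose cluster held Id2 (ENSMUSG00000020644.9, chromosome 12, 25093799 to 25097140) and Asb2 (ENSMUSG00000021200.14, chromosome 12, 103321142 to 103356001).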

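The 130 transcription regulators drawn in Fig. 1e or named in the text and present in the table were correlated with Il10 over the 32 libraries. Pearson's r was 0.949 for Prdm1, 0.946 for Id2, 0.905 for Asb2, 0.903 for Hlx and 0.883 for Nfatc2. Maf had rank 6 in the list. For Prdm1, rho was 0.92 and the 2-sided permutation p was 1e-05 for r and for rho, the smallest that 100000 permutations give (adjusted over the 5 regulators plotted in Fig. 2, 1.2e-05 for r). Without the 2 libraries farthest from the median of Prdm1, r was 0.928. It was 0.938 within the 16 libraries cultured with IL-27 and 0.702 within the 16 without, and it was 0.96 in the libraries from male and 0.928 in those from female mice. Libraries of the same day and condition are not fully independent, and over the 16 group means r was 0.958. All 86 regulators drawn as positive had an r over 0.7 and all 42 drawn as negative an r under -0.7. Since the list was chosen by the study on these libraries, this is not independent evidence. Of all 10238 other genes, 853 had an r over 0.7, 386 an r under -0.7 and 2 a higher r than Prdm1. With Spearman's rho, 64 rather than 128 of the listed regulators passed 0.7 in size.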

Regardless, the transcription factors showing the highest positive correlation with *Il10* expression were first *Prdm1*, then *Id2, Asb2, Hlx, Nfatc2* and *Maf* ( Figure 1e), in keeping with the literature ^13^. Of transcription factors previously reported to regulate *Il10* expression, only expression of *Prdm1* and *Maf,* was significantly increased under IL-12+IL-27 and IL-27 alone conditions only, reaching maximal levels when *Il10* expression was observed at days 3 and 4 and showing the strongest correlation with *Il10* expression, while their expression was not observed under IL-12 or medium alone conditions ( Figure 2a). 

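The log2 fold change of Prdm1 over Medium was 1.28, 1.93, 2.97 and 3.35 in IL-12+IL-27 at days 1 to 4 (adjusted p of 0.00287, 4.15e-05, 7.2e-08 and 9.25e-09) and 1.11, 1.41, 2.11 and 2.48 in IL-27 (adjusted p of 0.0131, 0.00195, 9.27e-06 and 8.58e-07). For Maf it was 3.36, 3.98, 4.95 and 5.58 in IL-12+IL-27 (adjusted p of 2.2e-07, 1.98e-08, 3.74e-10 and 5.19e-11) and 3.01, 3.55, 4.38 and 4.75 in IL-27 (adjusted p of 1.49e-06, 1.77e-07, 3.15e-09 and 7.59e-10). In IL-12 alone the fold changes were 0.05, 0.03, 0.46 and 0.83 for Prdm1 (adjusted p of 1, 0.999, 0.542 and 0.0304) and 0.31, 0.09, 0.27 and 0.35 for Maf (adjusted p of 1, 0.999, 0.904 and 0.428). The libraries formed 2 groups along Maf, apart by 41.1% of its range, so its relation with Il10 was taken within the 16 libraries with IL-27, where r was 0.904 and rho 0.915 (2-sided permutation p of 1e-05 for each, the smallest possible). Within the 16 libraries without IL-27 the r of Maf was 0.357. The paper singles the 2 regulators out by their correlation with Il10, by their rise at the days when it is expressed and by their being raised only in cultures with IL-27.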

Importantly expression of *Batf*, previously suggested to regulate *Il10* in Th2 cells ^63^, which was not revealed as correlating with *Il10* expression in the analysis in Figure 1e, did not correlate with *Il10* expression under IL-12+IL-27 and IL-27 alone conditions, but rather was maximally expressed on days 1 and 2, rapidly diminishing by days 3 and 4, while it’s expression increased with time in IL-12 alone differentiated Th1 cells which did not express Il10 ( Figure 2b), therefore suggesting a broader function than the regulation of *Il10* ( Figure 2b). 

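For Batf, r with Il10 was 0.254 over the 32 libraries (2-sided permutation p = 0.16) and rho was 0.519 (p = 0.0027 from the same permutation test). Without the 2 libraries farthest from its median r was 0.28. Within the 16 libraries cultured with IL-27, r was -0.512 and rho -0.532 (permutation p of 0.042 and 0.036), while r was 0.696 within the 16 without IL-27. Adjusted over the 5 plotted regulators, the p for r was 0.16 over all libraries and 0.042 within those with IL-27. Libraries of the same day and condition are not fully independent, so these p may be too small. Within each day, over all conditions, r was 0.667, 0.916, -0.0546 and 0.23 at days 1 to 4. The negative r within IL-27 was not separated here from time in culture. The log2 fold change of Batf over Medium was 1.26, 0.98, 0.51 and 0.57 in IL-12+IL-27 at days 1 to 4, 0.86, 0.59, 0.36 and 0.41 in IL-27 and 0.07, 0.30, 1.00 and 0.82 in IL-12. The paper proposes from this pattern that Batf has a broader function than the regulation of Il10.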

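For Hif1a, r with Il10 was 0.737 over the 32 libraries and rho 0.758, and for Nfil3 they were 0.782 and 0.752 (2-sided permutation p of 1e-05 for each of the 4, the smallest possible, and 1.2e-05 for r after adjustment over the 5 plotted regulators). Without the 2 libraries farthest from the median of the regulator, r was 0.735 for Hif1a and 0.732 for Nfil3. Within the 16 libraries with IL-27 it was 0.925 and 0.905, and within the 16 without IL-27 it was 0.5 and 0.51. In IL-12 alone the log2 fold change over Medium at days 1 to 4 was 0.02, -0.19, 0.32 and 0.52 for Hif1a (adjusted p of 1, 0.999, 0.0459 and 0.000394) and 0.00, -0.22, 0.86 and 1.36 for Nfil3 (adjusted p of 1, 0.999, 0.0159 and 0.000131).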

Other transcription factors that have been associated with *Il10* gene expression including *Hif1a* and *Nfil3* ^13, 17^, which although expressed under IL-12+IL-27 and IL-27 alone conditions, showed less of a correlation with *Il10* expression, and were found to increase with time in Th1 cells differentiated with IL-12 only which do not express *Il10*, therefore again suggesting a broader role for these transcription factors in Th1 differentiation ( Figure 2b).

**Figure 2.**
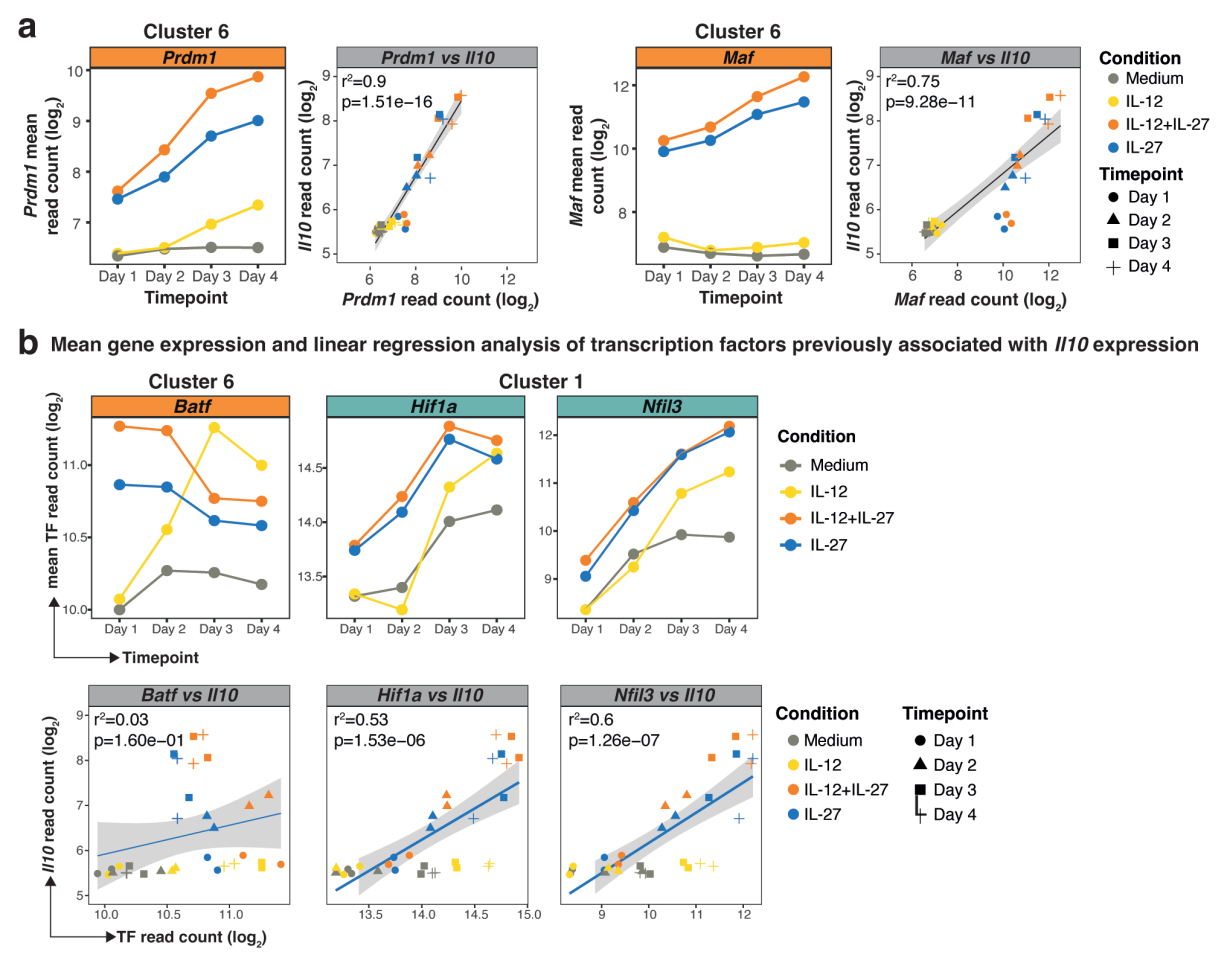
Blimp-1 and c-Maf strongly positively correlate with IL-27 induced *Il10* expression in differentiating naïve CD4 ^+^ T cells. RNA-seq analysis of flow cytometry sorted naïve CD4 ^+^ T cells activated *in vitro* with anti-CD3 and anti-CD28 antibodies and differentiated in the presence of Medium (no cytokines), IL-12, IL-12+IL-27, or IL-27 from Day 1 to Day 4. **a**, Mean gene expression of *Prdm1* and *Maf,* both transcription factors positively correlating with *Il10* expression, accompanied by linear regression of *Prdm1* and *Maf* against *Il10* expression across all conditions and timepoints. **b**, Mean gene expression profiles (top panel) of transcription factors previously associated with *Il10* expression. Linear regression (bottom panel) of these transcription factors against *Il10* expression across all conditions and timepoints.

To further investigate global changes in transcriptional activity in CD4 ^+^ naïve T cells cultured as above, we used the assay for transposase-accessible chromatin plus sequencing (ATAC-seq) to reveal functionally active genomic regions at days 2 and 3, timepoints, which marked key transcriptional changes during the differentiation of CD4 ^+^ naïve T cells into Th1 cells (cultured as in Figure 1a). The ‘bivariate genomic footprinting’ (BaGFoot) software ^39^ was applied to the ATAC-seq data, to detect global changes in transcription factor binding activity (genome-wide) occurring between day 2 and day 3 under the different conditions. Differences in binding activity are assessed by BaGFoot software by quantifying the differences in Tn5 transposition within a transcription factor motif, by measuring the ‘footprint depth’ ( Figure 3, y axis) and ‘flanking accessibility’ ( Figure 3, x axis) and comparing these metrics between timepoints. A transcription factor bound to chromatin has a high footprint depth and a high flanking accessibility.

**Figure 3.**
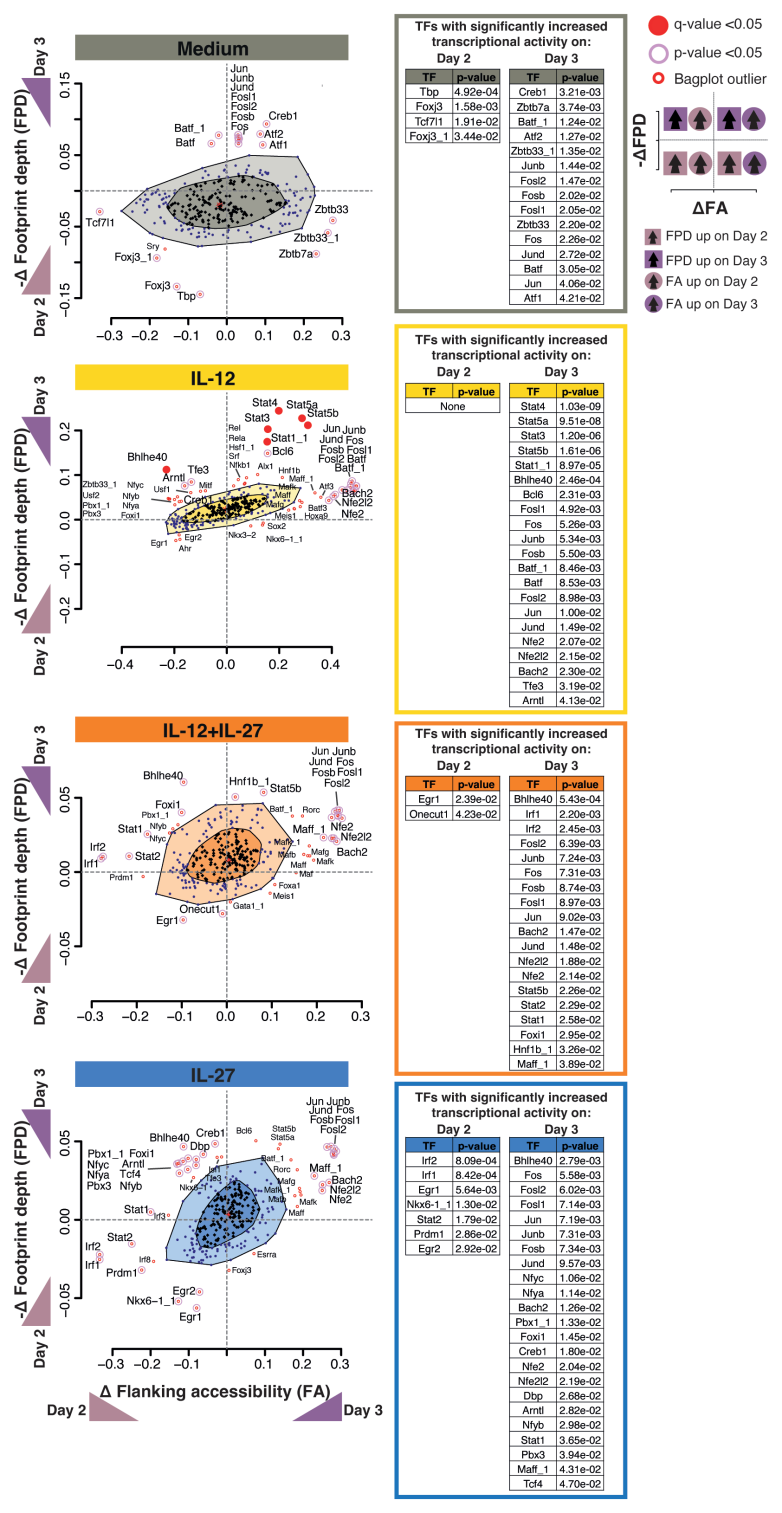
Blimp-1 and c-Maf have increased differential binding between Day 2 and Day 3 of culture only under IL-12+IL+27 and IL-27 cytokine driving conditions. BaGFoot analysis of transcription factors with putative genome-wide changes in chromatin binding between Day 2 and Day 3, as assessed by Tn5 insertion patterns (obtained with ATAC-seq) in *in vitro* activated and differentiated CD4 ^+^ T cells in the presence of Medium (no cytokines), IL-12, IL-12+IL-27, or IL-27. Presented as the change in change in the ‘flanking accessibility’ of motifs (ΔFA) plotted against the ‘footprint depth’ (–ΔFPD); wedges along axes indicate direction and degree of change in transcription factor binding between Day 2 and Day3. Dark shading in the “bagplots” indicates a region with no change in transcription factor binding patterns, and light shading indicates a region in which most non-significant minor changes in binding occur. Transcription factors with significant change in binding are found as outliers outside the “bagplot”. A table of P values is provided for the outliers of the “bagplot” and indicates the statistical confidence assigned to the differential binding between Day 2 and Day 3 of a transcription factor in each CD4 ^+^ T cell differentiation condition.

Only IL-27 and IL-12+IL-27 cultured T cells showed increased transcriptional activity for *Prdm1* (higher activity at day 2 vs day 3) and *Maf* (higher activity at day 3 vs day 2), reinforcing a role for these transcription factors in regulating transcriptional programs in IL-12+IL-27 and IL-27 cultured T cells. On the other hand, the AP-1 family members, *e.g.* Jun and Fos, showed increased transcriptional activity at day 3 across all cytokine differentiation conditions including medium control ( Figure 3) suggesting a broader role in T helper cell activation/differentiation. *Batf* transcriptional activity was only evident in cells cultured in medium alone or IL-12; and Stat 3, 4 and 5 transcriptional activity was only detected under IL-12 conditions, which were not accompanied by *Il10* gene expression, again implicating these transcription factors in broader roles in Th1 cell activation/differentiation. Detection of STAT activity and a transcriptome more similar to T cells cultured in medium or in IL-12 alone at days 1 and 2 ( Figure 1a), suggests that Th1 cells cultured with IL-12, which do not express *Il10* were temporally and qualitatively different with respect to global transcriptional activity, to Th1 cells cultured with IL-12+IL-27 and IL-27 alone, where both conditions lead to *Il10* expression, although proinflammatory cytokine expression was only observed in IL-12+IL-27 driven Th1 cells.

### Reduction or abrogation of *Il10* expression in IL-12+IL-27 and IL-27-driven CD4+ T cells upon deletion of *Prdm1, Maf* or both *Prdm1* and *Maf*, is accompanied by increased *Ifng* expression

Since expression of *Il10* in IL-12+IL-27 and IL-27-driven CD4 ^+^ T cells appeared to correlate strongly with expression of *Prdm1* as well as *Maf* over time, while *Ifng* expression appeared to be reduced at peak times under these conditions, we wished to determine the requirement of *Prdm1* and/or *Maf* in the regulation of both cytokines. To address this, naïve CD4 ^+^ T cells from *Prdm1* ^fl/fl^ *Cd4* ^Cre^, *Maf* ^fl/fl^ *Cd4* ^Cre^, *Prdm1* ^fl/fl^ *Maf* ^fl/fl^ *Cd4* ^Cre^ and respective floxed control mice, were differentiated into Th1 cells, with IL-12 or IL-12+IL-27, and IL-27 alone or medium controls (as in Figure 1) and expression of *Il10, Ifng* and *Tbx21* was first assessed by RT-PCR ( Figure 4). Th1 cells differentiated with IL-12+IL-27 and IL-27-driven T cells showed significant levels of *Il10* expression, which was diminished in the absence of *Prdm1* or *Maf* ( Figure 4a–c). Effects on T cells differentiated with IL-27 alone are in keeping with findings of Zhang *et al.*, in ‘Tr1 cells’ ^13^. In addition to the effects that we observed on *Il10* expression in the IL-12+IL-27-driven Th1 cells, the absence of *Prdm1, Maf* or both transcription factors, resulted in an increase in *Ifng* expression, while the expression of the Th1/IFN-specific transcription factor *Tbx21* ^64^ was not significantly affected ( Figure 4a–c).

**Figure 4.**
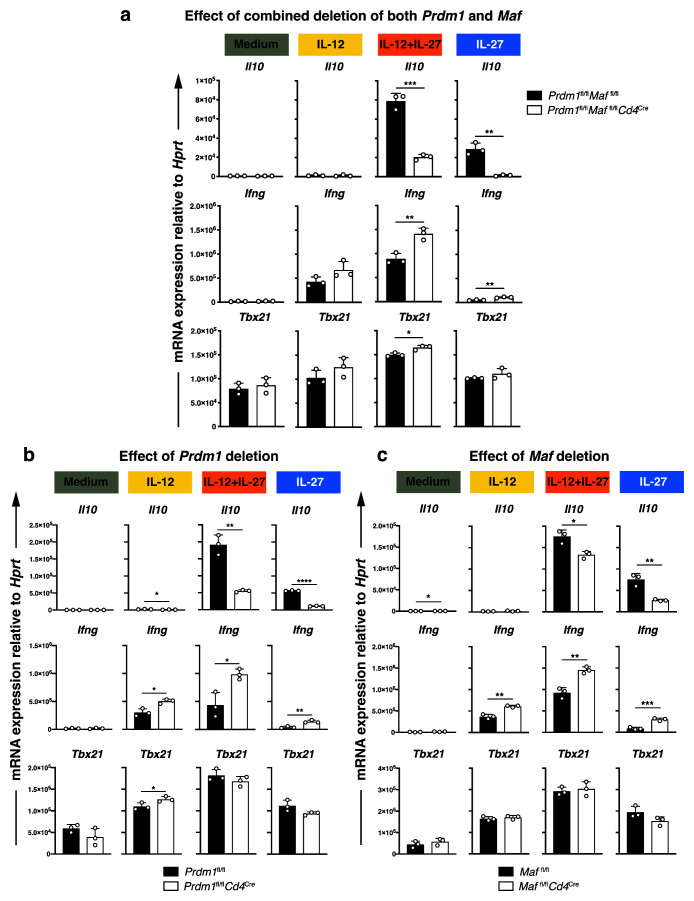
Blimp-1 and c-Maf promote the expression *Il10*, whilst repressing *Ifng* in CD4 ^+^ T cells without affecting differentiation capacity in presence of IL-12, IL-12+IL-27, or IL-27. Naïve CD4 ^+^ T cells activated *in vitro* with anti-CD3 and anti-CD28 antibodies and differentiated in the presence of Medium (no cytokines), IL-12, IL-12+IL-27, or IL-27 to Day 3. **a**– **c**, Real-time quantitative PCR analysis of *Il10, Ifng* and *Tbx21* expression upon *Cd4* ^Cre^-mediated deletion of **a**, both *Prdm1* and *Maf*, and either **b**, *Prdm1* or **c**, *Maf* alone. Graphs show mean of technical triplicates ±SD. Data representative of n=3 independent biological experiments.

### Deciphering the transcriptional programs regulated by Blimp-1 and c-Maf in CD4 ^+^ T cells

To determine the role of Blimp-1 and c-Maf on the regulation of cytokine gene networks in an unbiased fashion, naïve CD4 ^+^ T cells from *Prdm1* ^fl/fl^ *Cd4* ^Cre^, *Maf* ^fl/fl^ *Cd4* ^Cre^, *Prdm1* ^fl/fl^ *Maf* ^fl/fl^ *Cd4* ^Cre^ and respective floxed control mice, were differentiated with IL-12 or IL-12+IL-27, and IL-27 or medium controls as described for Figure 1 and Figure 4. 

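Libraries from each of the 3 deletions and their floxed controls were deposited as separate tables, each transformed by itself to rlog values, so values were compared only within a table. The Prdm1 table holds 36 libraries and 10134 genes, with 5 floxed and 4 Cd4Cre libraries in each of Medium, IL-12, IL-12+IL-27 and IL-27. The Maf table holds 24 libraries and 9765 genes and the table of both deletions 24 libraries and 9800 genes, each with 3 floxed and 3 Cd4Cre libraries in each condition. All cultures were sampled at day 3. The Prdm1 libraries came from 2 sequencing projects, 12 from COX312 and 24 from COX690, while all Maf libraries came from COX690 and all libraries of the double deletion from COX312. Xist and Y-linked genes showed pools of different sex: each group of the Maf table and of the double deletion held 2 male and 1 female library, and the Prdm1 floxed groups held 2 male and 3 female, the Cd4Cre groups 1 male and 3 female. Fig. 5a draws 32 of the 36 Prdm1 libraries. Of the 625 ways of leaving out 1 floxed library in each condition, 1 gave the paper's component shares: leaving out COX312A29 in Medium, COX312A31 in IL-12, COX312A32 in IL-12+IL-27 and COX312A30 in IL-27. The paper's text gives no reason for leaving out these libraries, so values with all 36 are given as well. Their values of Prdm1 were 6.46, 6.87, 9.84 and 9.05 in that order, and their values of Il10 were 5.85, 5.97, 9.01 and 8.64.

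In IL-12+IL-27, deletion of Prdm1 changed Prdm1 by a log2 fold change of -1.96 (standard error 0.19, adjusted p = 1.25e-07). All 4 Cd4Cre libraries lay below all 5 floxed ones (exact permutation test, 2-sided, p = 0.0079, the smallest that 4 libraries against 5 allow). With the 32 libraries the fold change was -1.91 (standard error 0.21, adjusted p = 5.4e-06). Cd4Cre cells still showed 7.68 ± 0.37 (SD, n = 4), against 9.64 ± 0.39 (SD, n = 5) in floxed cells. Deletion of Maf changed Maf by -4.86 (standard error 0.07, adjusted p = 6.35e-21) in the same condition, and deletion of both changed Prdm1 by -1.62 (standard error 0.13, adjusted p = 3.79e-07) and Maf by -4.92 (standard error 0.57, adjusted p = 2.61e-05). In those tables 3 libraries stood against 3, and no exact 2-sided p can fall below 0.10. Maf in double-floxed library COX312A40 stood far above the other libraries of its group, so the -4.92 rests in part on that library. In Medium, where floxed cells hardly expressed either regulator, the fold change of Prdm1 was -0.12 and that of Maf was -0.09.

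**Figure D2:**
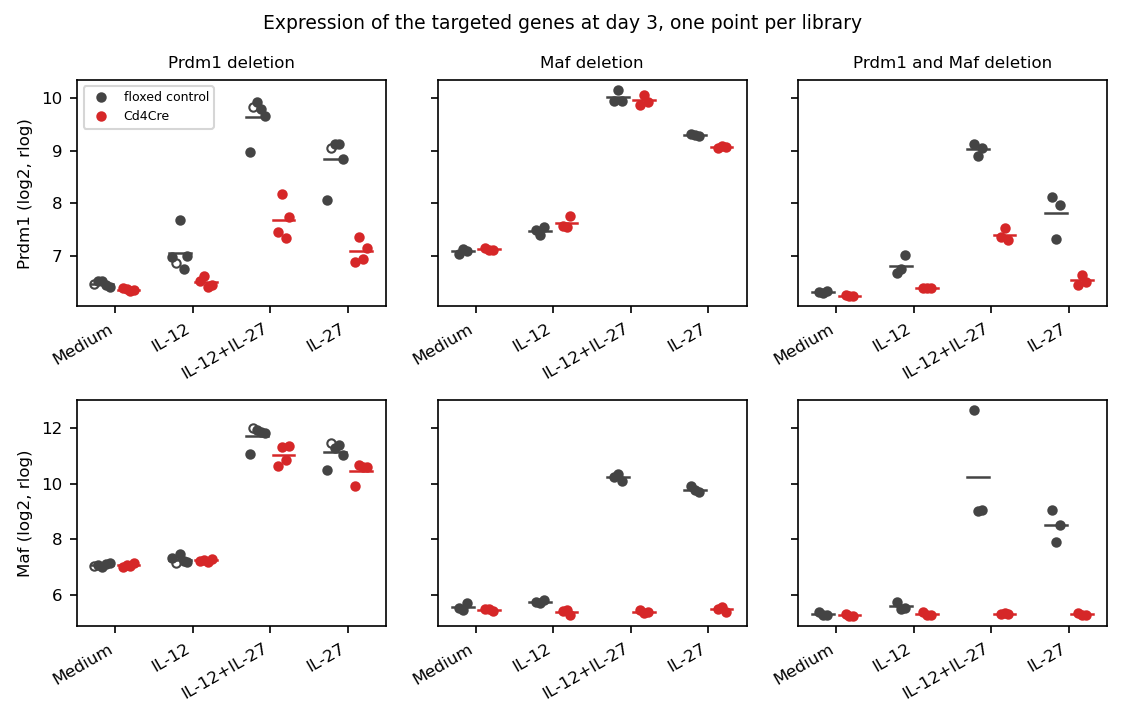
Log2 values of Prdm1 (top) and Maf (bottom) at day 3 by cytokine condition in the 3 tables. Each point is a library, floxed in grey and Cd4Cre in red, bars are means, and open circles are the 4 floxed libraries not drawn in Fig. 5a. In IL-12+IL-27, the Cd4Cre libraries of the Prdm1 table average 7.68 for Prdm1 and the floxed ones 9.64.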

Cells were sampled at day 3 and processed for RNA-seq, which was then subjected to bioinformatics analyses ( Figure 5; Supplementary Table 4 in *Underlying data* ^30^). Hierarchical clustering of a Pearson’s correlation analyses in each genotype revealed that the greatest variations in gene expression were cytokine driven, while differences resulting from transcription factor deletion were difficult to discern ( Figure 5a–c). 

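The mean Spearman correlation between 2 libraries of the same condition and different genotype was 0.991 in the Prdm1 table, 0.996 in the Maf table and 0.995 in the table of both deletions. Between libraries of the same condition and genotype it was 0.99, 0.996 and 0.996. Between libraries of different conditions it was 0.974, 0.974 and 0.978. With the 32 Prdm1 libraries of Fig. 5a, the mean was 0.99 for the same condition and other genotype and 0.974 for other conditions. When the clustering tree was divided into 4 clusters, these matched the cytokine conditions with an adjusted Rand index of 1 in the Maf table and in the table of both deletions, and of 0.636 in the Prdm1 table. The same clusters matched the genotype with indices from -0.0698 to -0.0407.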

Variance captured by singular-value-decomposition (SVD) components ( Figure 5d-f) allowed clustering of differential gene expression according to the cytokine-driven conditions and additionally the effects of transcription factor deletion, supported by biological pathway analysis ( Figure 5 and Figure 6; Supplementary Table 5 in *Underlying data* ^30^). 

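Singular value decomposition of the centred values of all genes was run on each table. For each of the first 10 components, linear models of the libraries' scores on condition and genotype were compared, as the paper's methods describe. In the Maf table, component 6 held 1.62% of the variance, and in the table of both deletions component 5 held 3.45%. In the Prdm1 table, component 7 held 1.77% with the 32 libraries and 1.79% with all 36. On each of these components the mean scores of floxed and Cd4Cre libraries had opposite signs in 4 of 4 conditions. The 2-sided p for a difference by genotype, with labels exchanged within conditions, was 3.75e-05 for Maf and 1.25e-05 for both deletions, from an exact permutation test over 160000 regroupings. Over 100000 regroupings of the Prdm1 libraries, the permutation p was 3e-05 with 32 libraries and 1e-05 with 36. Adjusted over 10 components, the p were 0.000375, 0.000125, 3e-04 and 1e-04. All of these p treat the conditions as independent. The paper's methods take the wells of a genotype and experiment from the same pool of cells, so these p are likely too small. Exchanging whole pools, 3 against 3 for Maf and for both deletions, could give no 2-sided p below 0.10. The decomposition was not repeated for each regrouping, and the components were chosen by their difference between genotypes. In the 32 Prdm1 libraries, component 8 also differed by genotype (permutation p = 4e-04, adjusted p = 0.002). In the Maf table, the sex of the mice explained 86.6% of component 3, which held 4.21% of the variance.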

The variance explained by the SVD components capturing the *Cd4* ^Cre^-mediated transcription factors deletion were: 1.77% for the *Prdm1* ^fl/fl^ *Cd4* ^Cre^ (Component 7); 1.62% for the *Maf* ^fl/fl^ *Cd4* ^Cre^ (Component 6); and 3.45% for the *Prdm1* ^fl/fl^ *Maf* ^fl/fl^ *Cd4* ^Cre^ (Component 5) ( Figure 5d–f). It is of note, that while deletion of *Prdm1* and *Maf* in CD4 ^+^ T cells demonstrated the effects of Blimp-1 and c-Maf in regulating *Il10* and negatively regulating common and unique proinflammatory gene networks in IL-12+IL-27-driven Th1 cells and to a lesser extent in IL-27 driven “Tr1” cells, these effects were less pronounced than gene expression changes resulting from TCR-stimulation and culture in the cytokines, IL-12, IL-12+IL-27, or IL-27 ( Figure 5d–f, Component 1, which constitute 58-69% of the response) and ( Figure 5d–f, Component 2 or Component 3, which constitute 14–16% or 4–8% of the response, respectively).

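Component 1 held 58.6% of the variance in the Prdm1 table (57.9% with 32 libraries), 68.8% in the Maf table and 62.5% in the table of both deletions. The condition explained 80.5%, 97.9% and 95.9% of the scores on it, and the genotype 0.984%, 0.314% and 0.176%. Component 2 held 15.4%, 14.0% and 14.0%, and component 3 8.23%, 4.21% and 7.72%. Of the components that followed the deletion, the genotype explained 62.6% in the Prdm1 table, 63.9% in the Maf table and 77.8% in the table of both deletions. With 32 libraries the genotype explained 50.3% of the Prdm1 component. The sequencing project explained 27.1% of that component with all 36 libraries and 6.58% with 32. From the small share of these components, the paper reasons that deletion of the regulators changed expression less than stimulation and cytokines did.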

**Figure 5.**
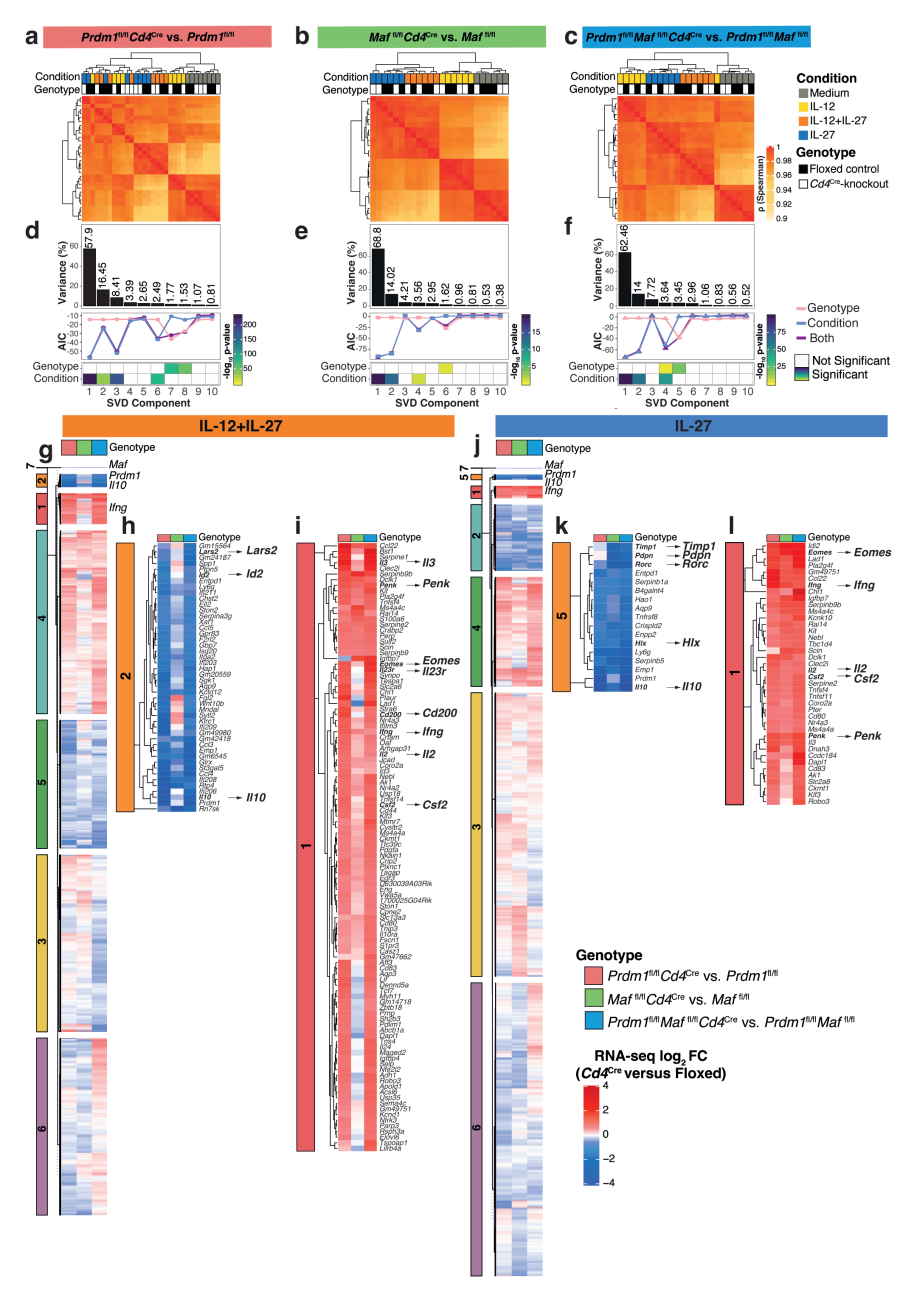
Deciphering the transcriptional programs regulated by Blimp-1 and c-Maf in CD4 ^+^ T cells. RNA-seq analysis of CD4+ T cells differentiated *in vitro* with Medium, IL-12, IL-12+IL-27, or IL-27 on Day 3 with *Cd4* ^Cre^-mediated transcription factor deletion. **a**– **c**, Clustering of Spearman correlation showing the effect of deletion of **a**, *Prdm1*, **b**, *Maf*, or **c**, both *Prdm1* and *Maf* on gene expression across all conditions. **d**– **f**, Singular value decomposition (SVD) analysis identifying changes in gene expression upon deletion of **d**, *Prdm1*, **e**, *Maf*, or **f**, both *Prdm1* and *Maf*. Histograms depict percentage of variance explained for the first ten SVD-components. To statistically determine the variables associated with each component, the Akaike information criterion (AIC) score (line-plot) and ANOVA p values ( *X* ^2^ test; heatmap) were calculated. **g** and **j** Heatmap of fold-changes for genes within the SVD components associated with *Cd4* ^Cre^-mediated transcription factor deletion in cells differentiated with **g**, IL-12+IL-27 and j, IL-27 alone. Fold-change values were subjected to *k-*means clustering to unbiasedly identify genes most affected. **h**- **i** and **k**- **l**. Heatmap of genes most affected by *Cd4* ^Cre^-mediated transcription factor deletion in **h**- **i** IL-12+IL-27 and **k**- **l**, IL-27 alone differentiated cells (extracted from heatmaps in **g** and **j**). Data from n=3–4 biological replicates.

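The genes of the component that followed the deletion, taken from the more extreme of 2 k-means clusters on each side of its gene vector, numbered 801 for Prdm1 (524 on the higher side and 277 on the lower), 1259 for Maf (599 and 660) and 706 for both deletions (634 and 72). With the 32 Prdm1 libraries they numbered 1307 (685 and 622). The union held 1989 genes present in all 3 tables, or 2341 with the 32 libraries. For each condition the 3 fold changes of a gene, from separately transformed tables, were grouped by k-means with 7 clusters. Maf by itself made up the lowest cluster in both conditions.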

Heatmap values of fold-changes for genes within the combined SVD components associated with *Cd4* ^Cre^-mediated transcription factor deletion in cells differentiated with IL-12+IL-27 or IL-27 were subjected to *k-*means clustering to identify clusters of genes that were most affected by the different transcription factors in an unbiased fashion ( Figure 5g and j) Supplementary Table 6 in *Underlying data* ^30^). 

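In IL-12+IL-27, a cluster of 25 genes had a mean log2 fold change of -0.79 after deletion of Prdm1, -0.07 after deletion of Maf and -0.78 after deletion of both. The most increased cluster, of 88 genes, had means of 0.45, 0.07 and 0.48. All 40 further fits, 20 seeds in each of 2 gene orders, returned the cluster of 25. These fits were chosen after the data were seen. With the 32 Prdm1 libraries the 2 clusters held 21 and 95 genes.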

The average fold-changes for each cluster showed *k-*means Cluster 2 to be the most decreased, and Cluster 1 the most increased in *Prdm1* ^fl/fl^ *Cd4* ^Cre^ and *Prdm1* ^fl/fl^ *Maf* ^fl/fl^ *Cd4* ^Cre^, but less so in *Maf* ^fl/fl^ *Cd4* ^Cre^ T cells, as compared to floxed controls, when differentiated with IL-12+IL-27 ( Figure 5g-i). 

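In IL-12+IL-27, deletion of Prdm1 changed Il10 by a log2 fold change of -1.56 (standard error 0.24, adjusted p = 0.000143) with 36 libraries and -1.52 (standard error 0.26, adjusted p = 0.00136) with 32. All 4 Cd4Cre libraries lay below all 5 floxed ones (exact permutation test, 2-sided, p = 0.0079). Il10 stood at 7.32 ± 0.76 (SD, n = 4) in Cd4Cre cells and 8.87 ± 0.25 (SD, n = 5) in floxed cells. Deletion of Maf changed Il10 by -0.18 (standard error 0.09, adjusted p = 0.927) and deletion of both by -0.84 (standard error 0.22, adjusted p = 0.0495). Leaving out 1 library of the double deletion at a time gave adjusted p from 0.0566 to 0.208, and 3 of those 6 fits put Il10 past the threshold no longer. Lars2 (ENSMUSG00000035202.8, chromosome 9, 123366927 to 123462666), which encodes mitochondrial leucyl-tRNA synthetase, changed by -0.41 (standard error 0.32, adjusted p = 0.999) after deletion of Prdm1, -0.05 (standard error 0.16, adjusted p = 0.999) after deletion of Maf and -0.98 (standard error 0.33, adjusted p = 0.144) after deletion of both. Within groups, its values rose and fell between libraries with ribosomal-RNA-like transcripts such as Gm42418, and with Gm42418 as a term its fold change after deletion of both was -0.12. Id2 changed by -0.76 (standard error 0.19, adjusted p = 0.0425), -0.01 (standard error 0.07, adjusted p = 0.999) and -0.49 (standard error 0.15, adjusted p = 0.109) after the same deletions, and by -0.71 (adjusted p = 0.182) with the 32 Prdm1 libraries. Without 1 library at a time, Id2 after deletion of Prdm1 had adjusted p from 0.00262 to 0.291, and 6 of the 9 fits did not pass. After deletion of Maf the direction of both genes rested on single libraries, with 0.06 for Id2 without COX690A20 and 0.08 for Lars2 without COX690A12. Of 25 genes that the paper names for this condition, the targeted ones aside, 9 passed over all genes after deletion of Prdm1, 1 after deletion of Maf and 6 after deletion of both. With the 32 Prdm1 libraries 5 rather than 9 passed. With all libraries the counts were 14, 2 and 13 when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries.

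**Figure D3:**
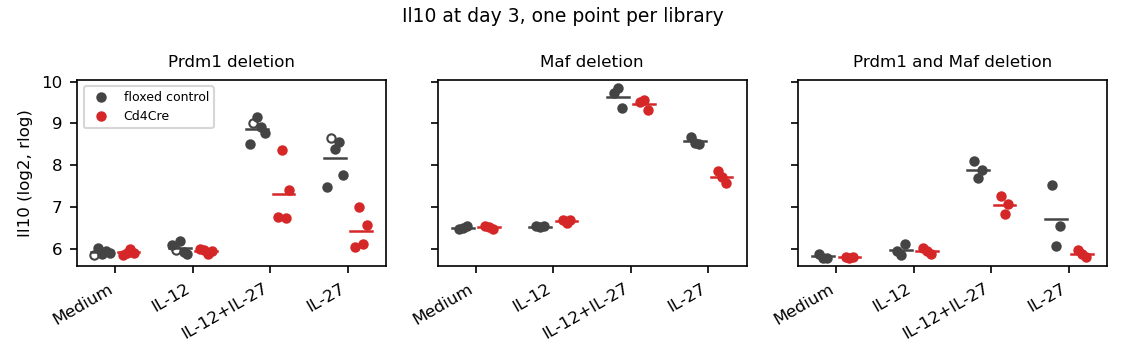
Log2 values of Il10 at day 3 by cytokine condition in the 3 tables. Each point is a library, floxed in grey and Cd4Cre in red, bars are means, and open circles are the 4 floxed libraries not drawn in Fig. 5a. In IL-12+IL-27, the means after deletion of Prdm1 are 7.32 in Cd4Cre and 8.87 in floxed cells.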

Cluster 2 contained the genes most decreased in expression including *Il10, Lars2 and Id2* ( Figure 5h). Conversely, Cluster 1, contained a large number of proinflammatory effector genes that were the most increased in expression including, *ll3, Penk, Eomes, Il23r, Cd200, Ifng, Il2* and *Csf2* ( Figure 5i). 

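After deletion of both regulators in IL-12+IL-27, Il23r (ENSMUSG00000049093.9, chromosome 6, 67422932 to 67491855) changed by 0.76 (standard error 0.08, adjusted p = 1.17e-05) and Cd200 (ENSMUSG00000022661.14, chromosome 16, 45382135 to 45409053) by 0.51 (standard error 0.07, adjusted p = 0.00036). After deletion of Prdm1 they changed by 0.53 (adjusted p = 0.000407) and 0.95 (adjusted p = 2.62e-06), and after deletion of Maf by 0.00 (adjusted p = 0.999) and -0.03 (adjusted p = 0.999). Ifng did not pass the threshold, with 0.83 (adjusted p = 0.714), 0.40 (adjusted p = 0.999) and 0.34 (adjusted p = 0.627) after deletion of Prdm1, of Maf and of both. Nor did Il3, with 0.41 (adjusted p = 0.999), 0.05 (adjusted p = 0.999) and 0.47 (adjusted p = 0.443), or Penk, with 0.49 (adjusted p = 0.542), 0.36 (adjusted p = 0.804) and 0.54 (adjusted p = 0.135). Eomes, Il2 and Csf2 fell in another cluster of 648 genes and had fold changes between -0.03 and 0.22 over the 3 deletions, none past the threshold. The rise of Il23r after deletion of both was larger in IL-12+IL-27 than in IL-27, by 0.79 (standard error 0.12, adjusted p = 0.00573 from limma's test of the difference).

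**Figure D4:**
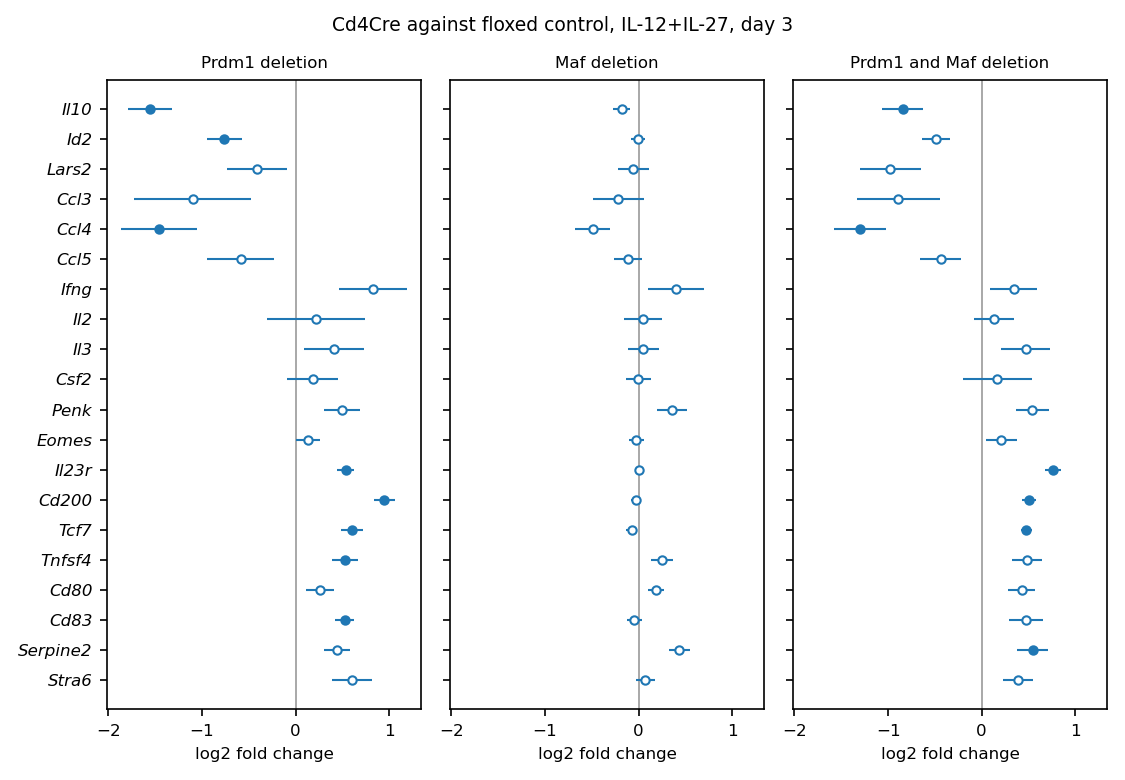
Log2 fold change (horizontal axis) of genes named for IL-12+IL-27, Cd4Cre against floxed control, in the 3 tables with all libraries. Points are fold changes, bars standard errors, and filled points have an adjusted p under 0.1. Cd200 reaches 0.95 after deletion of Prdm1 and -0.03 after deletion of Maf.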

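In IL-27, k-means gave a cluster of 53 genes with mean log2 fold changes of -0.52 after deletion of Prdm1, -0.46 after deletion of Maf and -0.48 after deletion of both. The most increased cluster, of 91 genes, had means of 0.31, 0.26 and 0.41. The first of these clusters was not stable. Of 40 further fits, chosen after the data were seen, 22 returned the 53 genes, 16 put Il10 in a cluster of 4 genes and 2 in a cluster of 6. The fits with 4 genes had the lower within-cluster sum of squares, 53.2 against 53.9, and so were the tighter ones. Their cluster of 4 held Il10, Prdm1, Serpinb5 and Ly6g.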

When differentiated with IL-27 alone the average fold-changes in the T cells for each cluster showed *k-*means Cluster 5 to be the most decreased, and Cluster 1 the most increased, in all transcription factor deficient T cells including *Prdm1* ^fl/fl^ *Cd4* ^Cre^, *Maf* ^fl/fl^ *Cd4* ^Cre^ and *Prdm1* ^fl/fl^ *Maf* ^fl/fl^ *Cd4* ^Cre^, as compared to floxed controls ( Figure 5j-l). Cluster 5, containing the genes most decreased in expression included *Il10, Timp1, Pdpn, Rorc* and *Hlx* ( Figure 5k). Conversely, Cluster 1, containing proinflammatory effector genes that were the most increased in expression included, *Eomes, Ifng, Il2, Csf2 and Penk* ( Figure 5l), suggesting that in addition to upregulating *Il10,* Blimp-1 *(Prdm1)* and c-Maf may directly repress proinflammatory genes to reinforce a suppressive response.

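In IL-27, Il10 changed by a log2 fold change of -1.74 (standard error 0.24, adjusted p = 4.9e-05) after deletion of Prdm1, -0.86 (standard error 0.09, adjusted p = 9.13e-06) after deletion of Maf and -0.84 (standard error 0.22, adjusted p = 0.0891) after deletion of both. With the 32 Prdm1 libraries it was -1.62 (standard error 0.26, adjusted p = 0.00163). Timp1 (ENSMUSG00000001131.11, chromosome X, 20870166 to 20874735) changed by 0.00 (adjusted p = 1), -0.92 (adjusted p = 3.31e-06) and -0.77 (adjusted p = 0.411). After deletion of Prdm1 its direction depended on the library left out, from -0.18 to 0.19, and was -0.02 with the sex of the pool as a term. Hlx (ENSMUSG00000039377.7, chromosome 1, 184727140 to 184732619) changed by -0.51 (adjusted p = 0.0371), -0.49 (adjusted p = 0.00182) and -0.55 (adjusted p = 0.241). Pdpn (ENSMUSG00000028583.14, chromosome 4, 143267431 to 143299564) changed by 0.03 (adjusted p = 0.982), -0.31 (adjusted p = 0.001) and -0.13 (adjusted p = 0.686), and lay in a cluster of 620 genes rather than with Il10. In the tighter fits Timp1 and Hlx lay together in a cluster of 67 genes, apart from Il10. Of 15 genes that the paper names for this condition, the targeted ones aside, 2, 8 and 3 passed over all genes (1 with the 32 Prdm1 libraries), and 7, 11 and 9 when adjusted over the list alone, which is not independent evidence. The effect of Maf deletion on Il10 differed between IL-12+IL-27 and IL-27 by 0.68 (adjusted p = 0.037 from limma's test of the difference).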

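Eomes (ENSMUSG00000032446.14, chromosome 9, 118478212 to 118486132) rose by a log2 fold change of 0.98 (adjusted p = 0.0104) after deletion of both, 0.44 (adjusted p = 0.0045) after deletion of Maf and 0.38 (adjusted p = 0.592) after deletion of Prdm1. Penk (ENSMUSG00000045573.9, chromosome 4, 4133531 to 4138819) changed by 0.85 (adjusted p = 0.0252), 0.50 (adjusted p = 0.0918) and 0.61 (adjusted p = 0.477) in the same order. Il2, Csf2 and Ifng had positive fold changes of 0.34, 0.37 and 0.67 after deletion of both, with adjusted p of 0.776, 0.941 and 0.341. From the genes that rose together with the fall of Il10, the paper proposes that the 2 regulators may also repress proinflammatory genes directly.

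**Figure D5:**
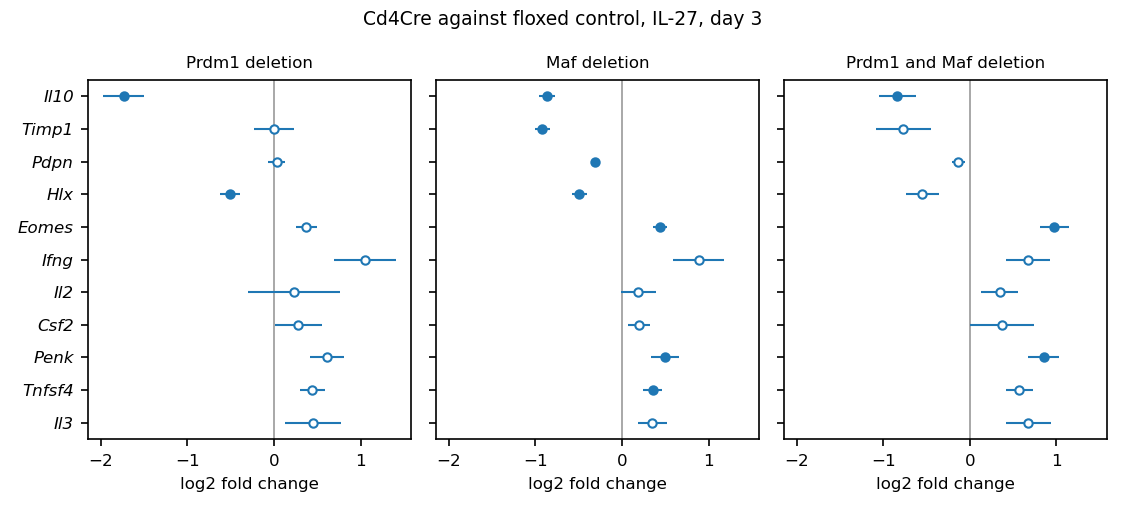
Log2 fold change (horizontal axis) of genes named for IL-27, Cd4Cre against floxed control, in the 3 tables with all libraries. Points are fold changes, bars standard errors, and filled points have an adjusted p under 0.1. Eomes reaches 0.98 after deletion of both and 0.38 after deletion of Prdm1.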

GO enrichment analysis was also applied to each SVD component associated with *Cd4* ^Cre^-mediated deletion of either *Prdm1*, *Maf,* or both *Prdm1* and *Maf* ( Figure 6a–f). Contributing genes were partitioned into “positively associated” (black outline) or “negatively associated” (orange outline) with the SVD component and their expression values visualized in a heatmap ( Figure 6a, 6c and 6e) and annotated using the biological processes within the GO database ( Figure 6b, 6d and 6f). 

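Deletion of Prdm1 changed Ifng by a log2 fold change of 0.22 in Medium, 0.60 in IL-12, 0.83 in IL-12+IL-27 and 1.05 in IL-27, with adjusted p of 1, 1, 0.714 and 0.644. Deletion of Maf changed it by 0.09, 0.42, 0.40 and 0.89 (adjusted p of 0.97, 0.763, 0.999 and 0.101), and deletion of both by 0.37, 0.38, 0.34 and 0.67 (adjusted p of 0.952, 0.583, 0.627 and 0.341). None of these comparisons passed the threshold over all genes. The direction in Medium reversed in the Maf table without COX690A5, COX690A17 or COX690A9, to -0.11, -0.08 and -0.04, and, in the Prdm1 table, with the COX690 libraries only, where it was -0.05.

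**Figure D6:**
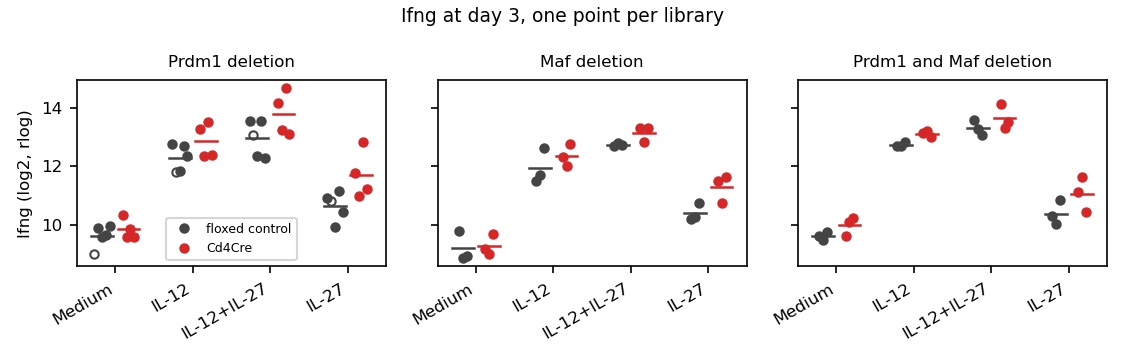
Log2 values of Ifng at day 3 by cytokine condition in the 3 tables. Each point is a library, floxed in grey and Cd4Cre in red, bars are means, and open circles are the 4 floxed libraries not drawn in Fig. 5a. In IL-12+IL-27, the means after deletion of Prdm1 are 13.79 in Cd4Cre and 12.96 in floxed cells.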

An increase in expression of *Ifng* and Th1-associated and T cell activation-associated pathways was observed across all cytokine-driven conditions even in the absence of detectable *Il10* expression, such as in Th1 cells driven by IL-12 alone, and was the most pronounced in *Prdm1* ^fl/fl^ *Cd4* ^Cre^ and *Prdm1* ^fl/fl^ *Maf* ^fl/fl^ *Cd4* ^Cre^ but less so in *Maf* ^fl/fl^ *Cd4* ^Cre^ T cells, as compared to floxed controls ( Figure 6a–f; black outline). Conversely, accompanying the decrease in *Il10* expression in IL-12+IL-27 and/or IL-27-driven cultures, decreased expression of *Lars2, Id2, Hlx, Timp1, Pdpn* and *Rorc*, was observed in *Prdm1* ^fl/fl^ *Cd4* ^Cre^, *Maf* ^fl/fl^ *Cd4* ^Cre^ and *Prdm1* ^fl/fl^ *Maf* ^fl/fl^ *Cd4* ^Cre^ T cells, as compared to floxed controls, but *Lars2* and *Id2* were reduced to a lesser degree in *Maf* ^fl/fl^ *Cd4* ^Cre^ T cells in IL-12+IL-27-driven cultures ( Figure 5g–h); Supplementary Tables 5 and 6 ^30^), suggesting that Blimp-1 and c-Maf regulate common and distinct genes/pathways to enforce a regulated immune response. These data support the alternative *k-*means clustering analysis approach ( Figure 5g–l) described above.

**Figure 6.**
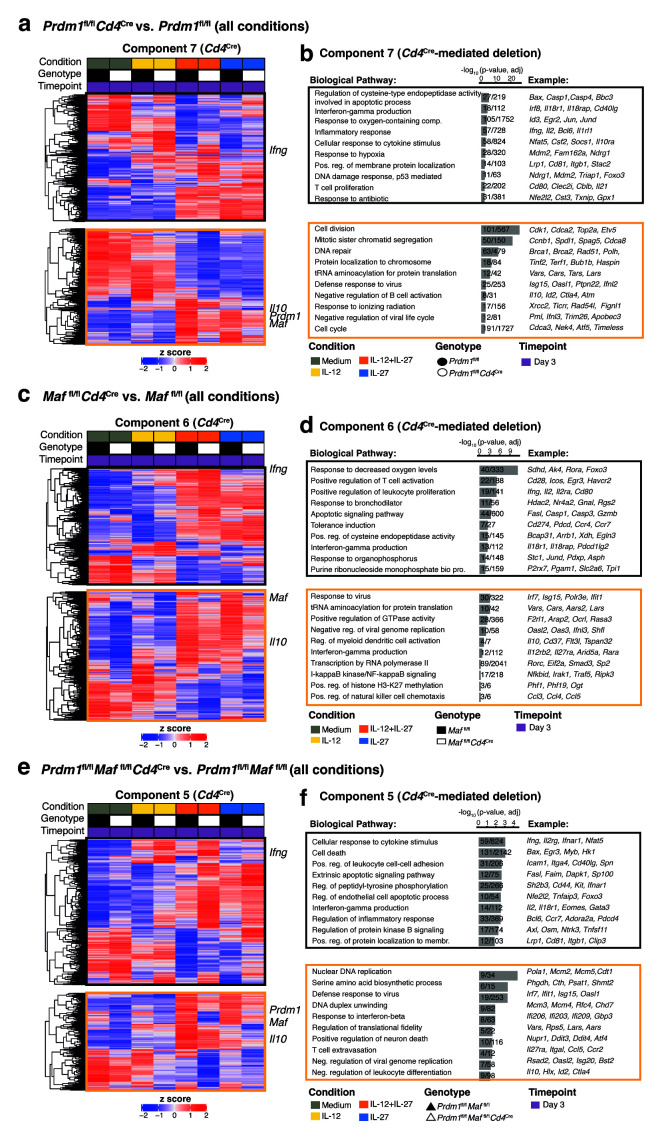
Deciphering the transcriptional programs regulated by Blimp-1 and c-Maf in *in vitro* differentiated CD4+ T cells from dominant IL-27 and IL-12 driven transcriptional changes. **a**, **c**, **e**, For each SVD component associated with *Cd4* ^Cre^-mediated deletion of either **a**, *Prdm1*, **c**, *Maf,* or **e**, both *Prdm1* and *Maf* contributing genes were partitioned into “positively associated” (black outline) or “negatively associated” (orange outline) with the SVD component and their expression values visualized in a heatmap. **b**, **d**, **f**, Gene ontology biological pathways enriched within the SVD component associated with *Cd4* ^Cre^-mediated deletion of either **b**, *Prdm1*, **d**, *Maf,* or **f**, both *Prdm1* and *Maf.* Data from n=3–4 biological replicates.

### *Prdm1* and *Maf* have complementary roles in regulating *Il10* and *Ifng* expression in IL-12, IL-12+IL-27 and IL-27-driven T cells

To identify the molecular mechanisms whereby Blimp-1 and c-Maf affected gene regulation in *in vitro* differentiated CD4 ^+^ T cells from the different CD4-specific transcription factor deleted mice, we used the assay for transposase-accessible chromatin plus sequencing (ATAC-seq) to reveal changes in functionally active genomic regions across each cytokine-driven condition. Consistent with the RNA-seq profile ( Figure 5a–c), ATAC-seq revealed that the cytokines added during culture was the most dominant variable shaping the open chromatin landscape of *in vitro* differentiated CD4 ^+^ T cells ( Figure 7a–c). Specifically, the principal component 1 (explaining 42–56% of the variance) segregated *in vitro* differentiated CD4 ^+^ T cells in the presence of IL-12 or medium from those differentiated in the presence of IL-12+IL-27 or IL-27. Moreover, major chromatin remodelling occurring between Day 2 and Day 3 was observed in all *in vitro* differentiated CD4 ^+^ T cells in the presence of cytokines. However, no major changes in accessibility were observed upon *Cd4* ^Cre^-mediated deletion of *Prdm1*, *Maf,* or both *Prdm1* and *Maf* ( Figure 7a–f). Together these results highlight a role for IL-27 (including IL-27 plus IL-12) in influencing the open chromatin landscape of *in vitro* differentiated CD4 ^+^ T cells and suggests that c-Maf and Blimp-1 do not drive chromatin remodelling in order to perform their gene regulation functions, as has been shown for c-Maf ^21^. It would appear from our findings that cytokines are the main drivers of changes in chromatin remodelling while changes in chromatin remodelling are not observed in the absence of Prdm1, Maf or both transcription factors ( Figure 7a-f). This indicates that Blimp-1 and c-Maf do not themselves induce chromatin remodelling in these differentiating Th1 cells, as previously reported for c-Maf in Th17 cells *in vitro* ^21^ and as we have reported for c-Maf in *ex-vivo* T cells from infection models in other contexts ^17^.

**Figure 7.**
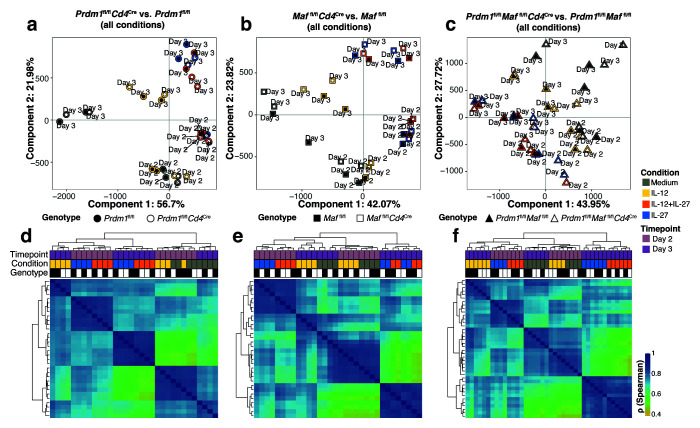
ATAC-seq reveals chromatin remodelling occurring between Day 2 and Day 3 in *in vitro* differentiated CD4 ^+^ T cells in the presence of IL-27, but no major changes in accessibility upon *Cd4* ^Cre^-mediated deletion of *Prdm1*, *Maf,* or both *Prdm1* and *Maf*. ATAC-seq analysis of CD4 ^+^ T cells differentiated *in vitro* in the presence of Medium, IL-12, IL-12+IL-27, or IL-27 on Day 2 and Day 3 with *Cd4* ^Cre^-mediated deletion of either *Prdm1*, *Maf*, or both *Prdm1* and *Maf,* and corresponding floxed controls. **a**– **c**, PCA plots showing PC1, explaining cell differentiation in the presence of IL-27, versus PC2, explaining transition from Day 2 to Day 3. **d**– **f**, Unsupervised hierarchical clustering of a pair-wise Spearman correlation of read coverages underlying ATAC-seq peaks called in *in vitro* differentiated CD4+ T cells in the presence of Medium, IL-12, IL-12+IL-27, or IL-27 from Day 2 to Day 3.

Analysis of public c-Maf and Blimp-1 ChIP-seq datasets against our ATAC-seq data from T cells differentiated with IL-27+IL-12, IL-27 or IL-12, as compared to medium control, confirmed binding of Blimp-1 and c-Maf at accessible chromatin regions within the *Il10* locus ( Figure 8a). These findings further support the hypothesis that Blimp-1 and c-Maf may be critical regulators of IL-10 in multiple settings including Th1 cells differentiated with IL-12+IL-27 in addition to in “Tr1” cells differentiated with IL-27 as reported ^13^. We additionally show here that both transcription factors also bind accessible chromatin within the *Ifng* locus ( Figure 8b). Thus, binding of both Blimp-1 and c-Maf to the *Il10* and *Ifng* loci indicate that Blimp-1 and c-Maf are direct positive regulators of *Il10,* and direct negative regulators of *Ifng* ( Figure 8a and b). Blimp-1 and c-Maf showed binding to the *Il10* and *Ifng* locus at distinct sites, which suggests complementary action to induce *Il10* while reducing *Ifng* expression ( Figure 8a and b). Distinct c-Maf and Blimp-1 *Ifng* binding sites were also observed by ATAC-seq analysis and these increased in T cells differentiated with IL-12 and IL-12+IL-27 and to a lesser extent in IL-27-driven T cells ( Figure 8b). These accessible binding sites were not affected by T -cell specific depletion of Prdm-1 and Maf, or both transcription factors, as compared to controls.

**Figure 8.**
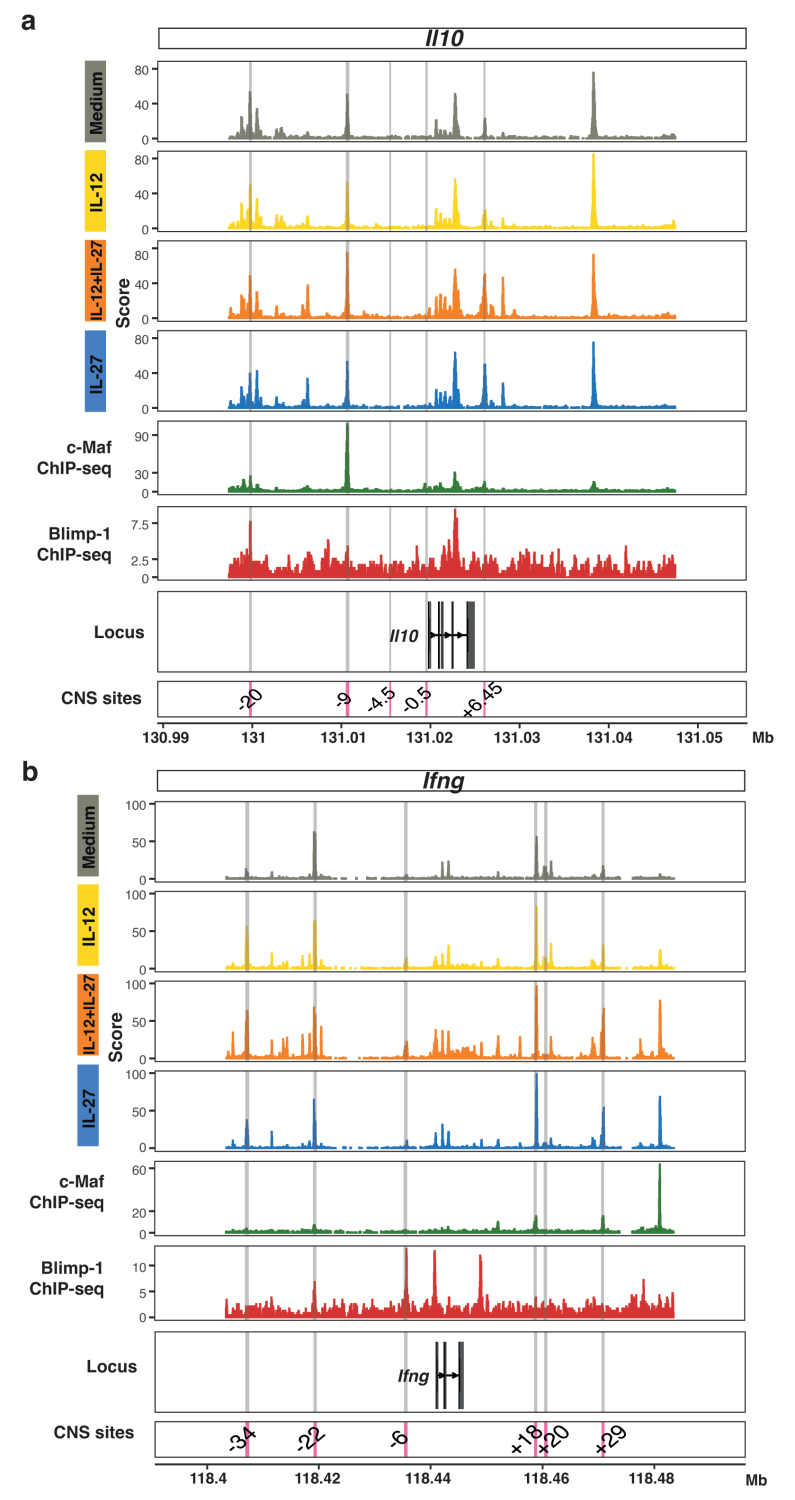
Integration of multiomic datasets identifies *Il10* and *Ifng* as targets for reciprocal regulation by Blimp-1 and c-Maf. Genome browser tracks of ATAC-seq data for **a**, *Il10* and **b**, *Ifng* from Day 3 CD4 ^+^ T cells differentiated in the presence of Medium, IL-12, IL-12+IL-27, and IL-27. ChIP-seq tracks for c-Maf (green, GSE40918) and Blimp-1 (red, GSE79339) are shown. CNS reported in the literature for *Il10* and *Ifng* are highlighted in grey shading and labelled in the bottom track. Data from n=2–3 biological replicates.

### Gene regulatory networks derived from multiomic data integration highlight shared and unique targets of Blimp-1 and c-Maf

We further integrated our RNA-seq data and ATAC-seq data with data obtained by analysis of public Blimp-1 and c-Maf ChIP-seq datasets ^21, 49^ and public motif data to identify genes that were targets of Blimp-1 and c-Maf (as depicted in Figure 9 schematic). These results were confirmed by BETA software, which integrates ChIP-seq analyses and gene-expression data to identify target genes ( Figure 9). Gene regulatory networks derived from the multiomic data integration highlighted unique and shared targets between Blimp-1 and c-Maf affected by *Cd4* ^Cre^-mediated deletion of *Prdm1, Maf* or both *Prdm1* and *Maf* ( Figure 10 and Figure 11). Specific clusters from the RNA expression data ( Figure 5g and 5j) were chosen for our depiction as gene regulatory networks in Figure 10 and Figure 11, because these clusters contained direct targets of Blimp-1 and/or c-Maf that were the most affected at the RNA expression level upon Cd4Cre-mediated deletion of Prdm1, Maf, or both Prdm1 and Maf eg. for IL-12+IL-27 found in Clusters 2,1,7 in Figure 5g; and for IL-27 alone found in Clusters 5, 7, 1 in Figure 5j.

**Figure 9.**
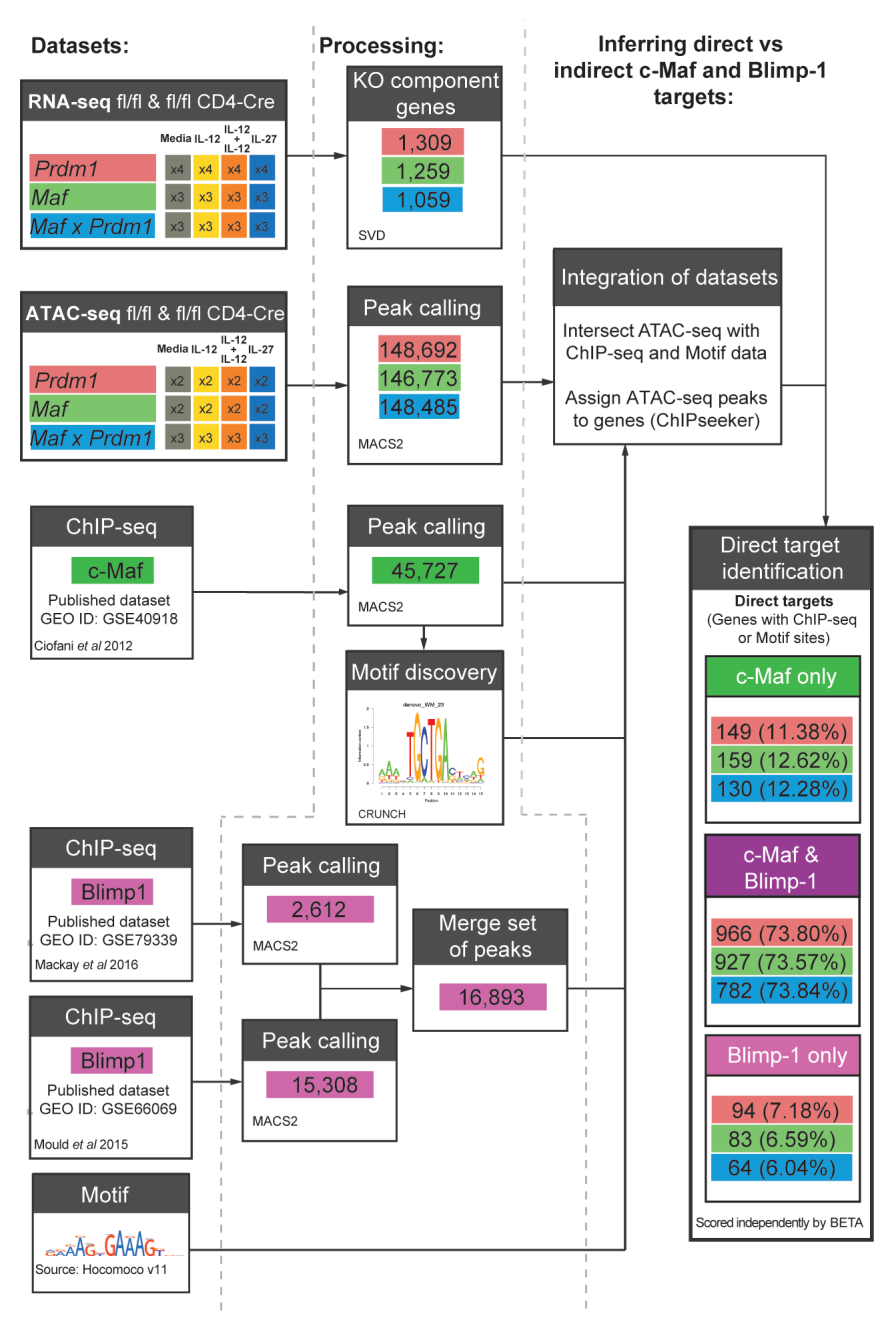
Schematic of framework applied to integrate multiomic datasets. Framework schematic for the identification of putative direct target genes of Blimp-1 and c-Maf in CD4+ T cells differentiated *in vitro* in the presence of Medium, IL-12, IL-12+IL-27, or IL-27 on Day 3, with replicates indicated. For each condition, Blimp-1 (GSE79339 and GSE66069) and c-Maf (GSE40918) ChIP-seq peaks and their corresponding motifs were filtered with and associated to the ATAC-seq peaks to identify the biologically relevant binding sites of Blimp-1 and c-Maf. Each ATAC-seq peak was associated to a gene based on distance proximity, thus, allowing the association of changes in the transcriptome with the binding of Blimp-1 and/or c-Maf (see Methods). Data from n=2–4 biological replicates.

Direct targets of Blimp-1 and/or c-Maf that were the most affected upon *Cd4* ^Cre^-mediated deletion of *Prdm1*, *Maf*, or both *Prdm1* and *Maf* with IL-12+IL-27 were found in Clusters 2,1,7 from Figure 5g and for IL-27 alone in Clusters 5, 7, 1 from Figure 5j, and are depicted as gene regulatory networks in Figure 10a, 10c and 10e and Figure 10b, 10d and 10f respectively. In the networks shown in Figure 10a, 10c and 10e (IL-12+IL-27) and in Figure 10b, 10d and 10e (IL-27 alone), the nodes correspond to genes affected upon *Cd4* ^Cre^-mediated deletion of the transcription factors, with the node size reflecting the contribution of a gene to the SVD component associated with the deletion of the transcription factors; the node colouring represents the fold change of the *Cd4* ^Cre^-mediated knockouts compared to the floxed control gene expression (red up, blue down-regulated). The edge colour depicts if Blimp-1 (pink), c-Maf (green), or both Blimp-1 and c-Maf (blue) have binding sites assigned to the target genes; whilst the thickness of the edge shows the likelihood of c-Maf and/or Blimp-1 regulating a gene according to the BETA software. Data incorporates the RNA-seq and ATAC-seq biological replicates as outlined in the Figure 9 schematic.

**Figure 10.**
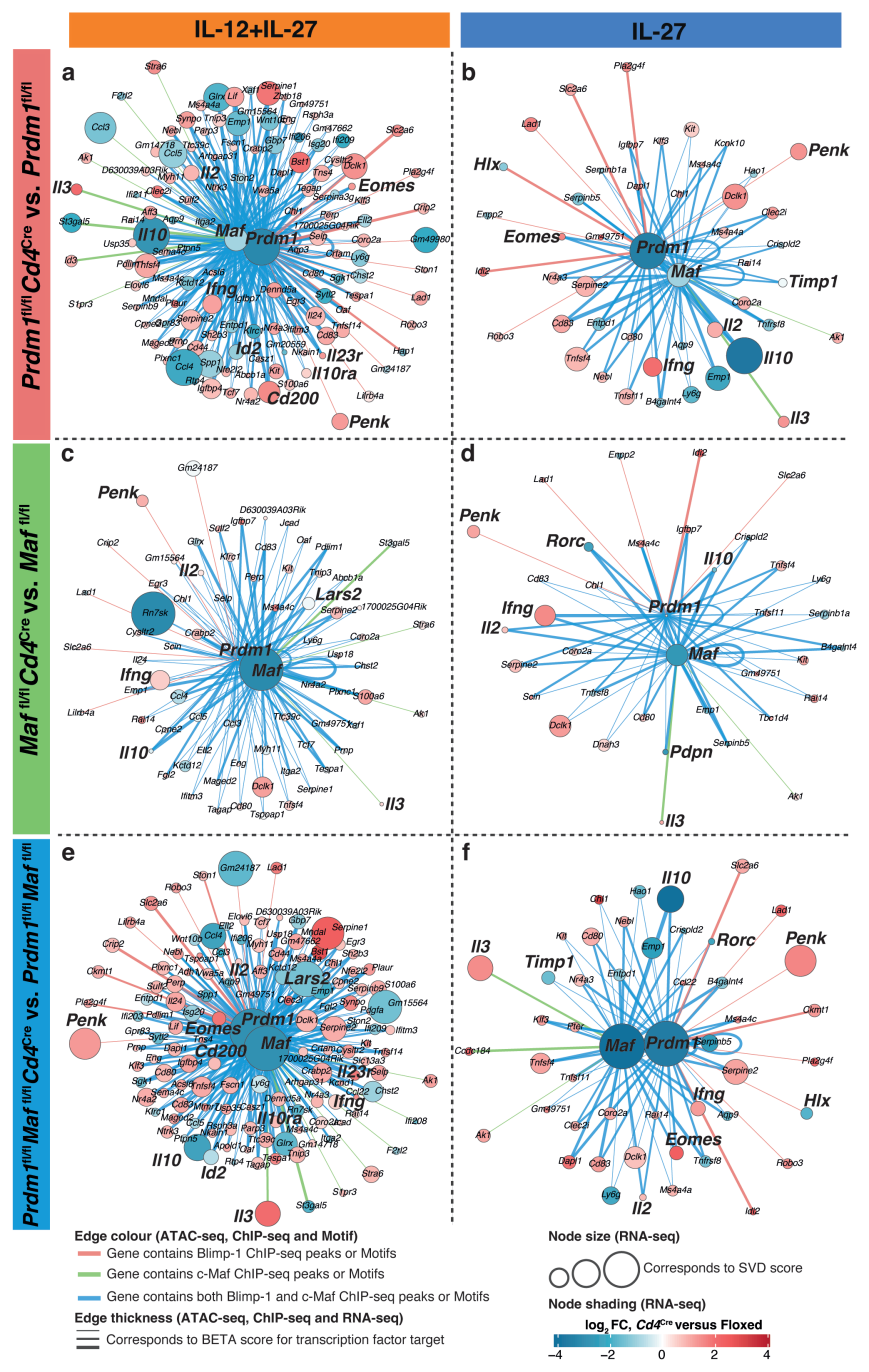
Gene regulatory networks derived from multiomic data integration highlight a majority of shared targets between Blimp-1 and c-Maf affected by *Cd4* ^Cre^-mediated deletion of *Prdm1*, *Maf*, or both *Prdm1* and *Maf*. RNA-seq, ATAC-seq, ChIP-seq, and motifs were integrated (see Methods and Figure 9) to derive gene regulatory networks of the direct targets of Blimp-1 and/or c-Maf. Direct targets of Blimp-1 and/or c-Maf that were most affected upon *Cd4* ^Cre^-mediated deletion of **a**, *Prdm1*, **b**, *Maf*, or **c**, both *Prdm1* and *Maf* with IL-12+IL-27 (Clusters 2,1,7 from Figure 5j) and IL-27 alone (Clusters 5, 7, 1 from Figure 5m) differentiated CD4+ T cells *in vitro*. In the networks, the nodes correspond to genes affected upon *Cd4* ^Cre^-mediated deletion of the transcription factors. The node size reflects the contribution of a gene to the SVD component associated with the deletion of the transcription factors. The node colouring represents the fold change of the *Cd4* ^Cre^-mediated knockouts compared to the floxed control gene expression. The edge colour depicts if Blimp-1 (pink), c-Maf (green), or both Blimp-1 and c-Maf (blue) have binding sites assigned to the target genes; whilst the thickness of the edge shows the likelihood of c-Maf and/or Blimp-1 regulating a gene according to the BETA software. Data incorporates the RNA-seq and ATAC-seq biological replicates outlined in Figure 9 schematic. Data from n=2–4 biological replicates.

In IL-12+IL-27-differentiated Th1 cells, shared targets included *Il10, Id2, Ccl3, Ccl4, Ccl5,* which were reduced upon *Cd4* ^Cre^-mediated deletion of *Prdm1*, both *Prdm1* and *Maf* and to a lesser extent *Maf,* as compared to floxed controls ( Figure 10a, 10c and 10e; Supplementary Table 7 ^30^). Both *Prdm1* and *Maf* were shown to be direct targets of each other and were reduced in the absence of the reciprocal transcription factor ( Figure 10a, 10c and 10e; Supplementary Table 7 ^30^). 

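Ccl4 (ENSMUSG00000018930.3, chromosome 11, 83662584 to 83664683) changed in IL-12+IL-27 by a log2 fold change of -1.46 (standard error 0.40, adjusted p = 0.0964) after deletion of Prdm1, -1.30 (standard error 0.28, adjusted p = 0.0153) after deletion of both and -0.49 (standard error 0.18, adjusted p = 0.628) after deletion of Maf. With the 32 Prdm1 libraries it was -1.40 (standard error 0.45, adjusted p = 0.298). Leaving out 1 Prdm1 library at a time gave adjusted p from 0.0616 to 0.358, and 7 of the 9 fits did not pass. Without 1 double-floxed library, COX312A40, the adjusted p after deletion of both was 0.11. Ccl3 changed by -1.10 (adjusted p = 0.999), -0.89 (adjusted p = 0.38) and -0.22 (adjusted p = 0.999) in the same order, and Ccl5 by -0.59 (adjusted p = 0.999), -0.44 (adjusted p = 0.39) and -0.11 (adjusted p = 0.999).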

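In IL-12+IL-27, Maf changed by -0.70 (standard error 0.18, adjusted p = 0.0486) after deletion of Prdm1 with 36 libraries, and by -0.63 (standard error 0.19, adjusted p = 0.195) with 32. Leaving out 1 of the 9 libraries of this condition at a time gave adjusted p from 0.00209 to 0.353, and 6 of the 9 fits did not pass the threshold. Prdm1 changed by -0.06 (standard error 0.06, adjusted p = 0.999) after deletion of Maf, and by 0.01 without the floxed library COX690A20.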

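In IL-12+IL-27, Tcf7 (ENSMUSG00000000782.15, chromosome 11, 52252371 to 52283014) changed by a log2 fold change of 0.48 (adjusted p = 9.4e-05) after deletion of both, 0.61 (adjusted p = 0.00345) after deletion of Prdm1 and -0.07 (adjusted p = 0.999) after deletion of Maf. Serpine2 changed by 0.54 (adjusted p = 0.0955), 0.44 (adjusted p = 0.193) and 0.43 (adjusted p = 0.184). Cd83 changed by 0.47 (adjusted p = 0.221), 0.52 (adjusted p = 0.00487) and -0.05 (adjusted p = 0.999), Cd80 by 0.43 (adjusted p = 0.148), 0.26 (adjusted p = 0.999) and 0.18 (adjusted p = 0.891), and Tnfsf4 by 0.48 (adjusted p = 0.131), 0.53 (adjusted p = 0.0816) and 0.25 (adjusted p = 0.836).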

Blimp-1 and/or c-Maf targets of genes which were upregulated in Th1 cells differentiated with IL-12+IL-27 upon *Cd4* ^Cre^-mediated deletion of both *Prdm1* and *Maf,* but to a lesser extent upon *Prdm1*, and to a far lesser degree upon *Maf* deletion, as compared to floxed controls, included *Ifng, Il2, Il3, Tcf7, Tnfsf4, Cd80, Cd83, Eomes, Serpine1/2, Penk, Cd200, Il23r* ( Figure 10a, 10c and 10e; Supplementary Table 7 ^30^). 

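Stra6 (ENSMUSG00000032327.14, chromosome 9, 58063788 to 58153996) changed in IL-12+IL-27 by a log2 fold change of 0.60 (standard error 0.21, adjusted p = 0.358) after deletion of Prdm1, 0.39 (standard error 0.16, adjusted p = 0.246) after deletion of both and 0.07 (standard error 0.10, adjusted p = 0.999) after deletion of Maf. None of the 3 passed the threshold.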

Under these differentiation conditions unique direct targets of c-Maf included *Il3* and *Stra6 (*encoding the Vitamin A Receptor) and of Blimp-1 included *Penk,* and these genes were the most upregulated in the Th1 cells upon *Cd4* ^Cre^-mediated deletion of either *Prdm1* or both *Prdm1* and *Maf,* and to a lesser extent upon *Maf* deletion, as compared to floxed controls ( Figure 10a, 10c and 10e; Supplementary Table 7 ^30^). In T cells differentiated with IL-27 alone, shared targets again included *Il10,* but also *Timp1, Pdpn, Rorc,* and these were reduced upon *Cd4* ^Cre^-mediated deletion of both *Prdm1* and *Maf* and either *Prdm1* or *Maf* alone, as compared to floxed controls ( Figure 10b, 10d and 10f). 

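Tnfsf4 (ENSMUSG00000026700.4, chromosome 1, 161395409 to 161418410) changed in IL-27 by a log2 fold change of 0.44 (adjusted p = 0.486) after deletion of Prdm1, 0.57 (adjusted p = 0.111) after deletion of both and 0.35 (adjusted p = 0.0908) after deletion of Maf.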

Shared targets of Blimp-1 and c-Maf which were upregulated in IL-27 differentiated T cells upon *Cd4* ^Cre^-mediated deletion of either *Prdm1* or both *Prdm1* and *Maf,* and to a much lesser extent in *Maf,* as compared to floxed controls included *Il2, Ifng, Tnfsf4* and *Eomes* ( Figure 10b, 10d and 10f; Supplementary Table 7 ^30^). Unique targets of Blimp-1 were revealed in IL-27 differentiated T cells and included *Hlx,* which was reduced and *Penk* which was increased upon *Cd4* ^Cre^-mediated deletion of *Prdm1,* as compared to floxed controls ( Figure 10b, 10d and 10f; Supplementary Table 7 ^30^). 

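Il3 (ENSMUSG00000018914.5, chromosome 11, 54265303 to 54267277) changed in IL-27 by 0.68 (standard error 0.26, adjusted p = 0.348) after deletion of both, 0.45 (standard error 0.32, adjusted p = 0.982) after deletion of Prdm1 and 0.35 (standard error 0.16, adjusted p = 0.248) after deletion of Maf.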

Unique targets of c-Maf included *ll3* which was increased upon *Cd4* ^Cre^-mediated deletion of both *Prdm1* and *Maf* and either *Prdm1* or *Maf* alone ( Figure 10b, 10d and 10f; Supplementary Table 7 ^30^). Under IL-27 differentiation conditions both *Prdm1* and *Maf* were also shown to be direct targets of each other and were reduced in the absence of the reciprocal transcription factor ( Figure 10b, 10d and 10f; Supplementary Table 7 ^30^).

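In IL-27, Prdm1 changed by -0.22 (standard error 0.06, adjusted p = 0.0502) after deletion of Maf, with all 3 Cd4Cre libraries below all 3 floxed ones, and the adjusted p passed the threshold in 2 of the 6 fits without 1 library. Maf changed by -0.69 (standard error 0.18, adjusted p = 0.112) after deletion of Prdm1.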

Additionally, further network analysis of the IL-12+IL-27 CD4 T differentiated cell data ( Figure 11a, 11c and 11e; Supplementary Table 7 ^30^) was applied to “Cluster 5” (from Figure 5g) with addition of the *Prdm1* and *Maf* genes and to IL-27 CD4 T differentiated cell data ( Figure 11b, 11d and 11f; Supplementary Table 7 ^30^) to “Cluster 6” of Figure 5j again with addition of the *Prdm1* and *Maf* genes. 

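Tigit (ENSMUSG00000071552.5, chromosome 16, 43648867 to 43664146) changed in IL-12+IL-27 by a log2 fold change of -0.55 (adjusted p = 0.049) after deletion of Prdm1, -0.05 (adjusted p = 0.999) after deletion of Maf and -0.14 (adjusted p = 0.627) after deletion of both. Its direction after deletion of Maf changed without COX690A8 or COX690A12, to 0.03 and 0.02. Lag3 (ENSMUSG00000030124.2, chromosome 6, 124904361 to 124911705) changed by -0.21 (adjusted p = 0.999), -0.06 (adjusted p = 0.999) and 0.09 (adjusted p = 0.838), and its direction after deletion of Maf changed without the same libraries, to 0.01 each.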

Although weakly affected target genes were observed in these clusters that were affected by *Cd4* ^Cre^-mediated deletion of *Prdm1*, both *Prdm1* and *Maf* as compared to floxed controls, these clusters included *Tigit, Lag3* in keeping with previous reports ^13, 65^.

**Figure 11.**
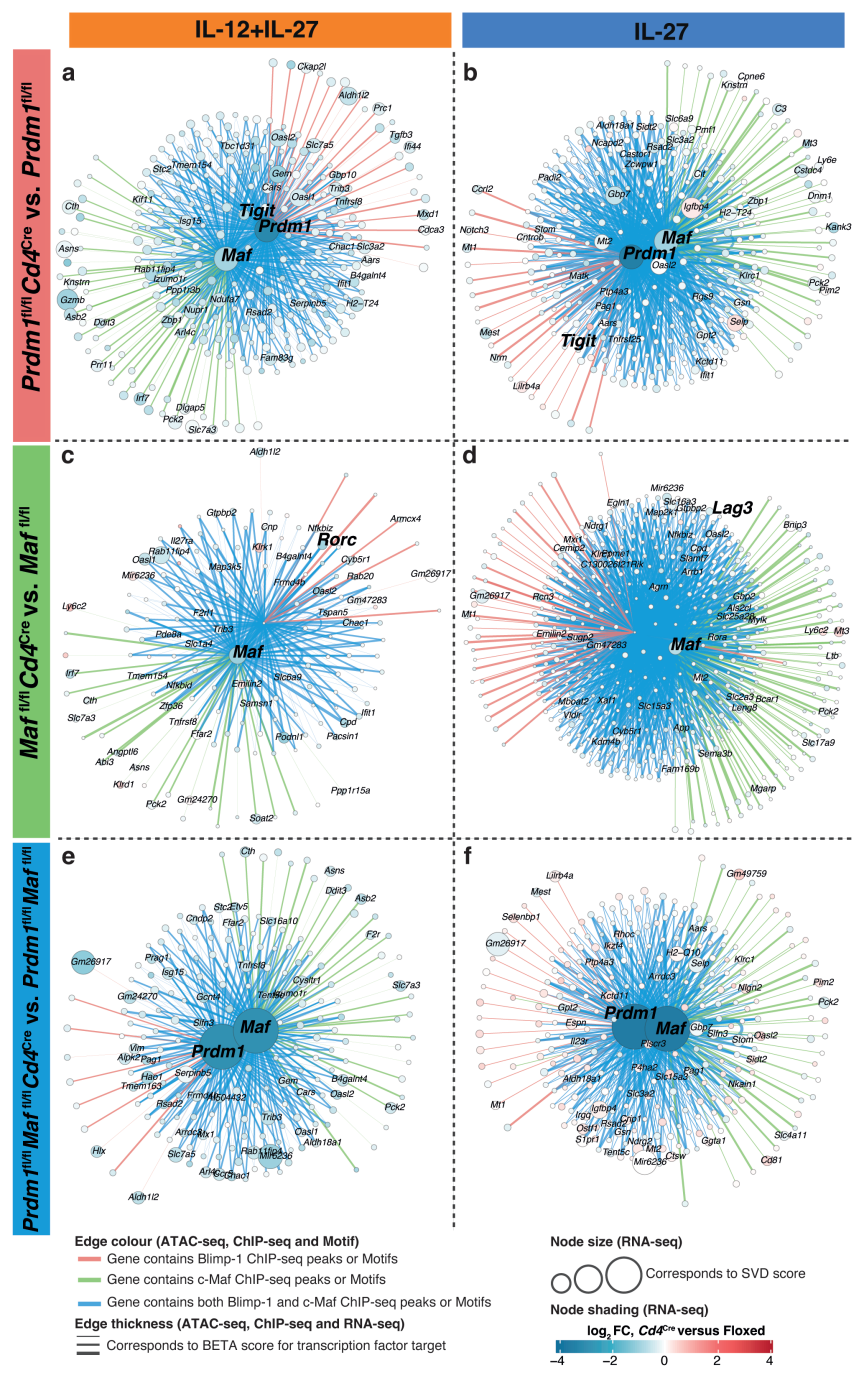
Gene regulatory networks derived from multiomic data integration point to known and new shared targets between Blimp-1 and c-Maf. Gene regulatory networks of the direct targets of Blimp-1 and/or c-Maf were derived, as in Figure 10, for clusters that contained genes that had been previously been reported to be regulated by c-Maf and Blimp-1 and were affected upon *Cd4* ^Cre^-mediated deletion of **a**, *Prdm1*, **b**, *Maf*, or **c**, both *Prdm1* and *Maf* with IL-12+IL-27 (Clusters 5 from Figure 5g) and IL-27 alone (Clusters 6 from Figure 5j) differentiated CD4+ T cells *in vitro*.

In summary we show that c-Maf and Blimp-1 are direct targets of each other, which regulate each other to directly induce *Il10* gene expression in Th1 cells differentiated in IL-12+IL-27 ( Figure 12). We show that *Il10* is a direct target of both transcription factors in Th1 cells as previously reported for ‘Tr1 cells’ differentiated with IL-27 alone ^13^. We additionally show that both c-Maf and Blimp-1 can directly bind to the proinflammatory cytokine loci *Ifng, Il2* and *Id2* in IL-12+IL-27 differentiated Th1 cells and negatively regulate their expression, thus enforcing a controlled Th1 effector response. Moreover, c-Maf binds and positively regulates *Stra6* and binds and negatively regulates *Il3;* while Blimp-1 binds and positively regulates *Id2* and binds and negatively regulates *Cd200* and *Eomes* ( Figure 12) in Th1 cells differentiated with IL-12 plus IL-27. Importantly, these genes are most strongly affected by *Cd4* ^Cre^-mediated deletion of both *Prdm1* and *Maf.*

**Figure 12.**
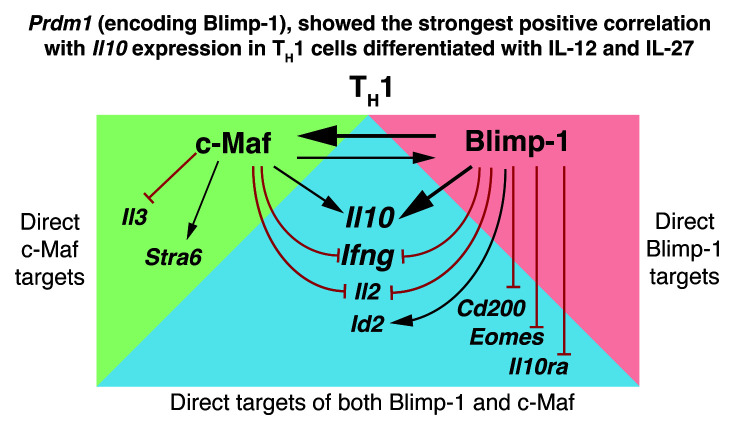
Comprehensive transcriptomic analysis reveals that Blimp-1 and c-Maf regulate *Il10*, cross-regulate each other, but also negatively regulate common and unique proinflammatory gene networks. Summary schematic of some of the findings herein presented in regards of the genes regulated by c-Maf and Blimp-1. The vast majority of direct targets detected were shared between c-Maf and Blimp-1, however they were affected to different extents upon the *Cd4* ^Cre^-mediated deletion of *Prdm1*, *Maf*, or both *Prdm1 and Maf*.

Our study shows that the transcription factors Blimp-1 and c-Maf are co-dominant positive regulators of *Il10* in IL-12+IL-27-driven Th1 cells as was recently reported for IL-27-driven “Tr1” cells ^13^. We additionally show that both Blimp-1 and c-Maf also negatively co-regulate common and unique proinflammatory gene networks in both IL-12 plus IL-27 differentiated Th1 cells and IL-27-differentiated “Tr1”cells. These data demonstrate that together Blimp-1 and c-Maf control a network of genes, specifically inducing *Il10* expression, while negatively regulating proinflammatory molecules, to ensure a tightly regulated IL-12-driven Th1 effector responses to limit host damage.

### Discussion

Using computational inference of gene regulation derived from temporal gene cluster profiling and analysis of active genomic regions in Th1 cells differentiated with IL-12 and IL-27 or IL-12 alone, which produce proinflammatory cytokines but differ with respect to *Il10* expression, we show that Blimp-1 and c-Maf are co-dominant transcriptional regulators of *Il10* gene expression. We confirm these findings using T-cell specific deletion of these transcription factors and show that both transcription factors additionally negatively regulate a network of proinflammatory effector genes in Th1 cells through their indirect and direct action on shared and distinct effector target genes, thus reinforcing a controlled Th1 cell response.

Temporal profiling of gene expression has been reported to facilitate the development of regulatory transcriptional networks dictating the differentiation of naïve CD4 ^+^ T cells in Th17 cells ^21, 66^, and Th2 cells ^67^, leading to the discovery of key regulators of activation and differentiation and reinforcing the general principles for T helper cell differentiation. We herein applied clustering algorithms and temporal profiling to gene expression data together with analysis of active genomic regions to reveal the transcriptional networks regulating *Il10* expression against that of the Th1-specific proinflammatory cytokine *Ifng*. Data from these analyses were compared across Th1 cells differentiated with IL-12 plus IL-27, which expressed high levels of both *Ifng* and *Il10*, and Th1 cells differentiated with IL-12 alone, which expressed high levels of *Ifng* but no *Il10*, alongside T cells differentiated with IL-27 alone, often referred to as ‘Tr1 cells’ ^13^, which expressed *Il10* but little to no *Ifng* and control CD4 ^+^ T cells cultured in medium alone where *Il10* or effector cytokine expression is below the level of detection. This comparative analysis of *Il10* expression against *Ifng* and other effector cytokines allowed us to identify transcription factors predicted to be positive regulators of *Il10*. Additionally, this computational analysis allowed us not only to identify putative co-dominant transcription factors regulating *Il10* but additionally to determine any effects on *Ifng* and effector cytokine gene expression and transcription factors associated with Th1 cell differentiation. Th1 cells producing IFN-γ and IL-10 have been shown to be required for control of Th1 cell responses *in vivo* during chronic infection with intracellular pathogens to inhibit collateral host damage ^10, 11, 15, 16^, whereas Th1 cells producing only IFN-γ have been associated with acute infection ^68, 69^. CD4 ^+^ T cells producing IL-10 only in the absence of proinflammatory cytokines have been described ^70, 71^ and often referred to as ‘Tr1 cells’ ^13, 72^, which *in vivo* have been reported in the intestine ^70, 73, 74^ although it is unclear whether they are effector Th cells which have diminished their proinflammatory cytokine expression whilst maintaining IL-10 production in the intestine ^73^ or under certain metabolic conditions ^75^. Therefore, a detailed knowledge of transcriptional regulation of *Il10* expression and effector cytokines such as *Ifng* and accompanying Th1 effector cytokines may provide therapeutic avenues to target inflammatory disease.

Analysis of transcription factors revealed that *Prdm1* showed the most significant positive correlation with *Il10* expression followed by *Id2, Asb2, Hlx, Nfatc2* and *Maf,* some of which we and others have previously reported as regulators of *Il10* ^9, 13, 19, 20, 69^. Other proposed transcription factors reported to regulate *Il10* expression in T cells, such as *Hif1a* and *Nfil3* ^9, 13, 20, 69^ showed only a slight correlation with *Il10* expression in Th1 cells differentiated with IL-12 plus IL-27 and were also expressed in Th1 cells differentiated with IL-12 alone, which did not express *Il10,* suggesting that they are not directly involved in *Il10* gene expression, but may play a broader role in the differentiation of Th1 cells. Likewise, the transcription factor *Batf,* which has been previously reported to regulate *Il10* expression in differentiating Th2 cells ^63^ was actually down-regulated in both IL-12 plus IL-27 and IL-27 alone differentiation conditions, whilst increasing under IL-12 alone differentiation conditions, and showed very poor correlation with *Il10* expression. Thus, as discussed earlier for IL-21, it is possible that a number of these transcription factors are required for the differentiation and possibly proliferation of T helper cells rather than for direct positive regulation of *Il10* gene expression. Alternatively, the capacity of these transcription factors to regulate *Il10* may be cell and/or context dependent, for example regulating *Il10* in some effector T cells and not others, as previously discussed ^9, 17^.

Analysis of transcriptional activity from ATAC-seq data, using BaGFoot software ^39^ revealed differential transcriptional activity for the transcription factors *Prdm1* and *Maf* between day 2 and day 3 in IL-12 plus IL-27 differentiated Th1 cells and IL-27 differentiated T cells, which both express *Il10.* These transcription factors were not found to be significantly active between day 2 and day 3 in IL-12 differentiated Th1 cells or medium control cultured CD4 ^+^ T cells, which do not express *Il10,* suggesting that these transcription factors may be co-dominant regulators of *Il10.* By contrast, the transcriptional activity of the AP-1 family member, *Batf,* was only evident in cells cultured in medium alone or IL-12, which do not express *Il10*. Other AP-1 family members *Jun* and *Fos* showed increased transcriptional activity across all conditions including in IL-12-driven Th1 cells producing *Ifng* and no *Il10,* as well as in *Il10* expressing cells. This suggests that Batf and other AP-1 family members may be pioneer factors involved in Th cell differentiation, as previously suggested ^76^, rather than major regulators of *Il10* ^63^ and endorses the role of Jun and Fos as enhancers of *Il10* gene regulation ^6, 57^. Increased transcriptional activity of *Stat 3, 4* and *5* was most pronounced under IL-12 conditions in Th1 cells expressing *Ifng* but not *Il10.* Transcriptional activity of *Bhlhe40*, a known negative regulator of IL-10 ^17^ and which we have previously shown to be negatively regulated by c-Maf, was found to be increased in cells cultured in IL-12, IL-12+IL-27 and IL-27, supporting its role as a regulator of *Il10* ^17^. Our findings suggesting that *Prdm1* and *Maf* are co-dominant regulators of *Il10* in IL-12 plus IL-27 differentiated Th1 effector cells are in keeping with the report from Kuchroo *et al.* ^13^, who recently computed a transcriptional network induced by IL-27 in CD4 ^+^ T cells, termed ‘Tr1 cells’, expressing *Il10,* but little to no *Ifng.* Hence *Prdm1* and *Maf* not only promote *Il10* expression in a T cell regulatory setting such as ‘Tr1 cells’ as reported, but additionally appear to be co-dominant regulators of *Il10* in an effector Th1 setting accompanying high levels of *Ifng.* Indeed, specific deletion of *Prdm1, Maf* and the combination of both these transcription factors in IL-12 plus IL-27 differentiated Th1 effector cells expressing *Ifng,* confirmed their co-dominant role in regulating *Il10* gene expression in these pro-inflammatory cells. Thus, *Prdm1* and *Maf* are not only central hubs in regulating the expression of *Il10* in IL-27 differentiated ‘Tr1 cells’ where they were confirmed to control a regulatory circuit of multiple other transcriptional modulators using Prdm1/Maf DKO ‘Tr1 cells’ ^13^, but as we now show, also regulate *Il10* expression in a proinflammatory Th1 effector setting.

Commitment of T helper cells to specific subsets requires induction of master transcription factors that induce specific transcriptional programs that direct a specific T cell subset towards terminal differentiation while restricting the fates of other T cell subsets ^77^. Thus, we questioned whether *Prdm1* and *Maf* may be part of the network for Th1 cell differentiation with *Il10* expression accompanying terminal differentiation of these cells to provide feedback regulation, or alternatively contribute to a regulated Th1 response by antagonising the expression of *Ifng* and other proinflammatory molecules. The absence of *Prdm1* and *Maf* in IL-12 plus IL-27 differentiated Th1 cells actually resulted in an increase in *Ifng* expression, showing that while *Prdm1* and *Maf* synergistically promote *Il10* expression, they negatively regulate the expression of the effector cell programme, reflected by increased expression of *Ifng,* thus controlling Th1 effector responses. It is likely that this co-dominant transcriptional regulation by *Prdm1* and *Maf* is in place to ensure a controlled Th1 response against chronic infection with intracellular pathogens to minimise accompanying pathology. The negative regulation of *Ifng* that we observed was most pronounced in Th1 cells differentiated in IL-12 plus IL-27. This was in contrast to the discussion from Kuchroo *et al.* ^13^, in IL-27-only driven IL-10 producing ‘Tr1 cells’, which expressed minimal to no *Ifng,* that although *Prdm1* and *Maf* synergistically promoted IL-10 production, they did not inhibit production of T helper cell signature cytokines. This may reflect the differential effects on distinct T cell subsets. However, our findings using in-depth clustering of RNA-seq data demonstrated that T-cell specific deletion of *Prdm1*, *Maf*, or both transcription factors, led to an increase in several proinflammatory genes in both IL-27 differentiated T cells as well as IL-12 plus IL-27 differentiated Th1 cells, although to a much larger extent (expression and number of genes) in the Th1 cells. Although we found that the absence of *Prdm1, Maf* or both transcription factors resulted in an increase in *Ifng* expression, the expression of the Th1/IFN-specific transcription factor *Tbx21* ^64^ was not significantly affected, suggesting that Blimp-1 and c-Maf may potentially have direct effects on the *Ifng* gene itself. This was supported by combining ATAC-seq and ChiP-seq data, which clearly revealed both unique and overlapping Blimp-1 and c-Maf sites not only in the *Il10* locus, but additionally in the *Ifng* locus. 

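In IL-12+IL-27, Tbx21 (ENSMUSG00000001444.2, chromosome 11, 97098071 to 97115331) changed by a log2 fold change of 0.03 (standard error 0.25, adjusted p = 0.999) after deletion of Prdm1, 0.15 (standard error 0.22, adjusted p = 0.999) after deletion of Maf and 0.06 (standard error 0.09, adjusted p = 0.859) after deletion of both.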

Moreover, Th1 cells differentiated in IL-12 (together with IL-27 or not) resulted in increased chromatin accessibility in the *Ifng* locus possibly enhancing the regulatory action of *Prdm1* and *Maf.*

Relevant to our study, in recent years Blimp-1 and c-Maf have been associated with transcriptional signatures from human disease such as colitis and rheumatoid arthritis ^78, 79^. The conserved nature of these transcription factors between mouse and humans suggests similar transcriptional mechanisms for cytokine gene regulation operate in mouse and humans. In support of this, SNPs in Blimp-1 have been associated with elevated IFN-g expression in colitis patients ^79^ and Blimp-1 has been shown to bind conserved CNS sites in human and mouse in the *Ifng/IFNG* and *Tbx21/TBX21* loci in T cells and NK cells ^21, 80^. Likewise, c-Maf has been shown to be regulated by the cholesterol pathway and regulate *IL10* expression by human Th1 cells ^74^ in keeping with regulation of *Il10* expression in mouse Th1 cells as we report herein. Very recently both Blimp-1 and c-Maf have been reported to co-regulate CD4 ^+^ T cell derived IL-10 in Crohn’s patients ^81^ and identified in Th1/Tr1 cells from malaria patients ^82, 83^. However, the exact dynamic role of both Blimp-1 and c-Maf play in the regulation of the expression of cytokines, and other important inflammatory genes needs further research.

Additionally, gene regulatory networks derived from multiomic data integration highlighted a large number of shared and some unique targets of Blimp-1 and c-Maf which showed positive and negative regulatory effects on gene expression. Accompanying these dominant effects upon T cell-specific deletion of *Prdm1* and *Maf* on *Il10* expression in IL-12 plus IL-27 driven Th1 cells, was a decrease in other genes including *Id2, Lars2* and *Tigit,* whilst in IL-27 driven T cells the decrease in *Il10* was accompanied by a decrease in expression of genes including *Timp1, Hlx, Tigit*, *Rorc,* in keeping with the reports from Kuchroo on *Il10*-only producing ‘Tr1 cells’ ^13^, while deletion of both *Prdm1* and *Maf* in IL-12 plus IL-27 differentiated Th1 cells led to an increased number as well as level of proinflammatory gene expression including, *Ifng, Il23r, Eomes, Il2,Il3, Penk* and *Cd200* and others, this was mostly less marked in the IL-27 alone differentiated cells, although many were found to be shared targets of both *Prdm1* and *Maf.* A limitation of this study is firstly that the regulation of *Il10* versus proinflammatory cytokines by Blimp-1 and c-Maf was firstly only demonstrated at a transcriptional level and consequent effects on protein production were not the focus of the study. Secondly, the effects of T cell-specific deletion of *Prdm1* and *Maf* on *Il10* and proinflammatory cytokine expression was only investigated *in vitro*. Our continuing studies will further address the role of Blimp-1 and c-Maf in regulation of cytokine responses *in vivo,* and the physiological consequences of T cell-specific deletion of these transcription factors in response to pathogens and/or pathobionts.

In summary, we have shown that *Prdm1* and *Maf* are co-dominant transcription factors that induce *Il10* gene expression, together with a cluster of genes including other transcription factors and co-inhibitory receptor genes, indicating their role in establishing an immunoregulatory gene programme in T cells. In addition, our findings show that both *Prdm1* and *Maf* also negatively regulate a number of proinflammatory genes including *Ifng, Il23r, Eomes, Il2, Il3, Penk* and *Cd200* and others, most strongly in Th1 cells, demonstrating their major role in controlling Th1 responses to allow eradication of pathogens with minimum pathology.

## Data Availability

The materials, data and any associated protocols that support the findings of this study are available from the corresponding author upon request. The RNA-seq and ATAC-seq datasets have been deposited in the NCBI Gene Expression Omnibus (GEO) database with the primary accession number GSE197789. Publicly available datasets used in this study include GSE40918, GSE79339, and GSE66069. GEO: Blimp-1 and c-Maf regulate Il10 and negatively regulate common and unique proinflammatory gene networks in IL-12 plus IL-27-driven T helper-1 cells [Mus musculus (house mouse)]. Accession number GSE197789; https://identifiers.org/geo:GSE197789 ^84^ GEO: A validated regulatory network for Th17 cell specification [Mus musculus (house mouse)]. Accession number GSE40918; https://identifiers.org/geo:GSE40918 ^21^ GEO: Hobit and Blimp1 instruct a universal transcriptional program of tissue-residency in lymphocytes [Mus musculus (house mouse)]. Accession number GSE79339; https://identifiers.org/geo:GSE79339 ^49^ GEO: Analysis of Blimp-1 and Irf-1 genomic binding in wild type and Prdm1/Blimp-1 mutant embryonic gut [Mus musculus (house mouse)]. Accession number GSE66069; https://identifiers.org/geo:GSE66069 ^50^ Figshare: Blimp-1 and c-Maf regulate *Il10* and negatively regulate common and unique proinflammatory gene networks in IL-12 plus IL-27-driven T helper-1 cells. https://doi.org/10.6084/m9.figshare.23592393 ^30^ This project contains the following underlying data: SupplementaryTable1_KineticsRawGeneCounts.xlsx SupplementaryTable2_KineticsDifferentialGeneExpression_KmeansCluster.xlsx SupplementaryTable3_TF_Cytokines_GeneLists.xlsx SupplementaryTable4_CD4creDeletion_FloxCtrls_RawNormGeneCounts SupplementaryTable5_SVDresults.xlsx SupplementaryTable6_SVD_CD4CreDeletionComponent_KmeansClusterFoldChanges.xlsx SupplementaryTable7_DirectTargets_Blimp1-cMaf_NetworkValues.xlsx Data are available under the terms of the Creative Commons Attribution 4.0 International license (CC-BY 4.0). Repository: ARRIVE checklist for ‘Blimp-1 and c-Maf regulate *Il10 and* negatively regulate common and unique proinflammatory gene networks in IL-12 plus IL-27-driven T helper-1 cells’. https://doi.org/10.6084/m9.figshare.23592393 ^30^ Data are available under the terms of the Creative Commons Attribution 4.0 International license (CC-BY 4.0).

How the deposited data were processed for this re-analysis (not part of the article)

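Naive CD4+ T cells from mice with floxed Prdm1, floxed Maf or both, with or without Cd4Cre, were activated and cultured in Medium, with IL-12 (5 ng/ml), with IL-27 (25 ng/ml) or with both, and RNA was sequenced. Cells with floxed Prdm1 were followed on days 1 to 4, and the deletions were studied at day 3. The authors trimmed the reads with skewer, aligned them to mm10 with STAR, counted them on GENCODE genes with QoRTs and normalized them with DESeq2. The tables are named as normalized counts, but the deposited values are log2 values of the kind that the authors' regularized log transformation (rlog) makes. They run from 4.39 to 19.9 in the kinetics. The transformation shrinks differences of weakly expressed genes. The 4 tables hold 32 libraries (kinetics), 36 (Prdm1), 24 (Maf) and 24 (both). Each was transformed by itself, so tests were made within a table only. Raw counts, which the paper lists among its underlying data, were not used here. The depth of each library was therefore not analysed here and no counting error is given.

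Fits were made with limma 3.58.1 in R 4.3.3 on the values as they stand (lmFit, and eBayes with a trend in the variance prior), with all groups of a table in 1 fit. P-values are 2-sided unless stated otherwise and were adjusted by the Benjamini-Hochberg method within each comparison. The threshold was an adjusted p under 0.05 with a change of at least 1.5-fold in the kinetics, and an adjusted p under 0.1 for the deletions. A deletion effect was compared between conditions by an interaction contrast. Principal components and singular value decompositions used values centred per gene. Clusters were made by k-means with 50 starts, 9 clusters in the kinetics and 7 for fold changes. Correlations with Il10 were tested with 100000 permutations. Gene positions were taken from a GENCODE release on GRCm38, which holds 99.2% of the versioned identifiers. That release may not be the one the authors used.

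Conditions were read from the labels of the libraries. The labels give library codes and no replicate numbers, so no libraries were paired. The sex of each pool was read from Xist and 4 Y-linked genes. Lists of ribosomal-RNA-like transcripts, interferon-stimulated genes and Ifi200 genes were written before the values were seen. The genes named are those that the paper names for a comparison and, for each deletion in IL-12+IL-27 and in IL-27, the 3 largest increases and the 3 largest decreases past the threshold whose groups do not overlap. Other genes are named where they were noticed in the values, as said there. All 36 Prdm1 libraries were used, and 32 as an alternative, the number drawn in Fig. 5a. The 32 were found after seeing the data, by trying all 625 ways of leaving out 1 floxed library per condition. Only 1 of these gave the component shares printed in Fig. 5d, so component results of this alternative are not independent of the paper's figure.

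Alternatives left out each library in turn, fitted only the 2 groups compared, fitted 1 genotype effect over the 4 conditions, took the sequencing project as a term, used COX690 libraries only, used the most variable genes, used Spearman's rho or used another seed. Further ones were chosen after seeing the data: the 32 libraries, the sex of the pool as a term, sex and project as terms, quantile normalization, genes with a mean value of at least 8, no trend in the variance prior, and another gene order for the clusters. The fits were tested on simulated data with 200 changed genes. At a log2 change of 1, 97% to 100% of them were called with the right sign, and 0% with the wrong sign. At 0.5, the size of many changes after deletion, the share called with the right sign was 87% for Prdm1, 96% for Maf and 92.5% for both. In the kinetics, where the threshold also asks for a minimum fold change, it was 14%. Unchanged genes made up 0.513% to 10.7% of the calls. Simulated comparisons with no change gave 0 calls, while other groupings of the real Prdm1 libraries gave more genes than the deletion did. These shares therefore describe the simulated data. They need not hold for the real libraries, or for a gene with a large standard error. Chromatin data, pathway enrichment and PCR were not analysed here. Results for some genes are not reported here.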

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

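The tests of explanations in this part were chosen after the results were seen.

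In the Prdm1 table each gene reported here that the paper names for a comparison was examined in both of its groups of 4 or 5 libraries, 92 sets of values in all. In 6 of them (6.52%) a library stood far from the others, where chance gives about 1 in 20, or 4.6. In floxed Prdm1 cells in IL-12+IL-27, library COX312A12 had 11.27 for Id2, 8.97 for Prdm1 and 11.06 for Maf, where the next values were 12.03, 9.659 and 11.83. In floxed Prdm1 cells in IL-27, COX312A10 had 11.11 for Id2 and 8.059 for Prdm1, where the next values were 11.82 and 8.838. In Prdm1-floxed Cd4Cre cells in IL-27, COX312A14 had 9.912 for Maf, where the next value was 10.6. All 6 are the lowest of their group and come from female pools of COX312. In the floxed groups the other COX312 library, from a male pool, was not low. COX312A32 had 12.17 for Id2, 9.84 for Prdm1 and 12.01 for Maf, and COX312A30 had 11.88 for Id2 and 9.05 for Prdm1. These 5 low values thus do not follow the project as a whole. A difference of pool or library stays open, and for COX312A14, the only COX312 library of its group, one of project too. No biological explanation was tested.

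Deletion of Maf changed Il10 by -0.86 in IL-27 and -0.18 in IL-12+IL-27, a difference between conditions of 0.681 (standard error 0.13, adjusted p = 0.037) in limma's test of the interaction. Timp1 changed by -0.92 and -0.19, a difference of 0.728 (standard error 0.13, adjusted p = 0.0269). Such a difference passed the threshold for 22 genes. Without 1 library at a time it was at least 0.541 for Il10 and 0.621 for Timp1, which argues against a single library as the source. Still, 3 of the 12 fits (without COX690A24, COX690A6 and COX690A10) lost the call for Il10, and over all its alternatives the adjusted p ran from 0.00927 to 0.135. Maf fell by -4.855 in IL-12+IL-27 and by -4.307 in IL-27, a difference of -0.548. The large fall in IL-12+IL-27 argues against a mostly failed deletion there. The difference itself depends on the level of Maf in floxed cells, so it does not compare how complete the deletion was. A weaker dependence of Il10 on c-Maf when IL-12 is present is a candidate explanation, untested in other libraries. Against an absent dependence stands the paper's PCR, not analysed here, which it reports as showing less Il10 without Maf in IL-12+IL-27 too.

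Deletion of both regulators raised Il23r by 0.76 in IL-12+IL-27 and changed it by -0.03 in IL-27, a difference of 0.79 (standard error 0.12, adjusted p = 0.00573). Such a difference passed the threshold for 9 genes. Without 1 library at a time it was at least 0.714 for Il23r, which argues against a single library. Other technical explanations were not tested for Il23r, and an effect of IL-12 on it stays open as untested.

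Gm35028 (ENSMUSG00000111078.1, chromosome 10, 44418400 to 44424324), which the paper does not report, was 1.13 higher after deletion of Prdm1 in IL-12+IL-27 (adjusted p = 1.29e-10), with all 4 Cd4Cre libraries above all 5 floxed ones, and 1.07 higher after deletion of both. It was noticed in the values. It lies 12852 bases from Prdm1. In floxed cells Prdm1 rose by 3.16 from Medium to IL-12+IL-27 and Gm35028 by 0.217, which argues against reads running on from the intact transcript. Within conditions Gm35028 followed Prdm1 over the 16 Cd4Cre libraries with a rho of 0.944, and over the 12 with both deletions with a rho of 0.448. Transcription running on from the recombined locus is a candidate explanation. Release from repression by Blimp-1 cannot be told apart from other sources, because Prdm1 is hardly expressed in Medium, where Gm35028 changed by 0.026.

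Gm42031 (ENSMUSG00000110386.1, chromosome 8, 85125872 to 85132289), which the paper does not report and which was noticed in the values, changed by -2.13 after deletion of Prdm1 in Medium (adjusted p = 8.1e-20), with all 4 Cd4Cre libraries below all 5 floxed ones, and by -0.738 in IL-12+IL-27. Gm42031, AC102496.1 (-0.876 in Medium) and Rab4a (-0.291 in Medium) are the 3 genes past the threshold in all 4 conditions. For Gm42031 the change was nearer 0 in IL-12+IL-27 than in Medium by 1.39, and AC102496.1 changed by -0.153 in Medium after deletion of both. Both values argue against loss of Blimp-1 in the cultures as the cause. For Rab4a the 2 changes differed by -0.157, and loss of Blimp-1 cannot be told apart from a difference between the mouse lines. In 12 of 12 pairs of gene and condition the floxed and Cd4Cre libraries did not overlap, but the 3 genes were picked for passing in all 4 conditions, which nearly fixes this number, so it decides nothing. A variant in a mouse line outside the targeted gene stays open for the 3 genes, because line and deletion go together in the design.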

How the results depend on the processing

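No paired analysis was made, because the labels carry only library codes and no replicate numbers. Terms for known differences between libraries raised some counts. Sex and project as terms gave 207 genes for Prdm1 rather than 128, and the sex term gave 994 for Maf rather than 676. A gene short of the threshold in the main fit is thus not shown to be unchanged. Alternatives with DESeq2 or edgeR, with other pseudocounts, with log2(normalized count + 1) and with filters on normalized counts were not run, because the tables used here hold log2 values. Raw counts, which the paper lists among its underlying data, were not used here. In the kinetics, leaving out a library leaves 1 in its group, so only values and no calls were computed. Chosen before the data were examined were leaving out each library, only the 2 groups compared, 1 genotype effect, the sequencing project as a term, COX690 only, the most variable genes, Spearman's rho and another seed. All others were chosen after seeing the data. Of 4009 values for 337 results, 3696 kept their direction and side of the threshold or, without a test, moved little, 189 were weaker, 60 stronger, 11 moved and 53 reversed. Apart from effects of fewer libraries or genes, the cause was not tested.

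With only the 2 groups compared, which leaves fewer libraries to estimate the spread, deletion of Prdm1 gave 3 genes in Medium, 3 in IL-12, 22 in IL-12+IL-27, 11 in IL-27 and 24 in any condition. Deletion of Maf gave 10 in IL-12+IL-27, 80 in IL-27 and 88 in any. Deletion of both gave 0 in Medium and 0 in IL-12 (with all groups in the fit, 633 and 1271 had an unadjusted p under 0.05), 128 in IL-12+IL-27, 2 in IL-27 and 128 in any. With 1 genotype effect the counts were 330 for Prdm1 and 1604 for both. COX690 libraries only gave 2, 3, 49 and 15 for Prdm1 in Medium, IL-12, IL-12+IL-27 and IL-27, and 50 in any.

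The 32 libraries of Fig. 5a gave 3 genes in Medium, 71 in IL-12+IL-27 and 77 in any condition, and 1307 component genes. Sex and project as terms gave 14 for Prdm1 in IL-12, 191 in IL-12+IL-27 and 207 in any. The sex term gave 3, 13 and 60 for Maf in Medium, IL-12 and IL-12+IL-27, and 31 for both in Medium. Genes with a mean of at least 8, which are fewer, gave 1, 1, 71 and 18 for Prdm1 in the 4 conditions, 75 in any and 17 for Maf in IL-12+IL-27, and the component that follows the deletion of both was number 6. Without the variance trend Maf gave 1 in Medium. Quantile normalization gave 1 for Maf and 10 for Prdm1 in IL-12, and the share of higher genes went from 100% of 5 to 0% of 1 for Maf and from 40% of 5 to 60% of 10 for Prdm1. With Spearman's rho 64 rather than 128 listed regulators passed 0.7 in size.

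The IL-27 cluster of Il10 first held 53 genes, and 4 with another seed and gene order. Over 40 fits it held 53 in 22, 4 in 16 and 6 in 2. The fits with 4 genes were the tightest, so the cluster of 53 is not the best that k-means found. The IL-12+IL-27 cluster of 25 came back in 40 of 40.

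Across the fits that each left out 1 library, deletion of Prdm1 gave 3 (without COX690A37) to 6 genes in Medium, 3 (without COX312A15) to 7 in IL-12, 64 (without COX312A16) to 139 in IL-12+IL-27, 18 (without COX312A14) to 42 in IL-27 and 83 (without COX312A16) to 150 in any condition. Deletion of Maf gave 0 to 62 (without COX690A21) in Medium, 0 (without COX690A15) to 65 (without COX690A23) in IL-12, 19 (without COX690A16) to 32 in IL-12+IL-27, 279 (without COX690A18) to 770 in IL-27 and 301 (without COX690A18) to 794 in any. Deletion of both gave 0 (without COX312A57) to 61 (without COX312A41) in Medium, 14 (without COX312A63) to 258 in IL-12, 127 (without COX312A65) to 602 (without COX312A56) in IL-12+IL-27, 23 (without COX312A38) to 167 in IL-27 and 306 (without COX312A65) to 805 in any. Component genes numbered 771 to 1549 (without COX690A39) for Prdm1, 535 (without COX690A3) to 1545 for Maf and 481 to 1614 (without COX312A44) for both, and the component for both was number 4 to 5.

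Of the results with a reversal, the largest with all libraries was -0.23, for the difference of Ifng after deletion of Prdm1. Quantile normalization gave -0.041 for Il10 log2 fold change, kinetics, IL-12 day 4, 0.00239 for Lars2 log2 fold change, Maf deletion, IL-12+IL-27 and 0.0046 for Csf2 log2 fold change, Maf deletion, IL-12+IL-27. For Timp1 log2 fold change, Prdm1 deletion, IL-27 the sex term gave -0.0185, quantile normalization -0.00575, the project term -0.00239 and both terms -0.0217. COX690 only gave -0.0529 for Ifng log2 fold change, Prdm1 deletion, Medium. Without 1 library at a time, changes after deletion of Maf in IL-12+IL-27 ran from -0.294 to 0.0775 for Lars2, -0.0848 to 0.063 for Id2, -0.059 to 0.00707 for Eomes, -0.0139 to 0.0347 for Il23r, -0.0119 to 0.108 for Il2, -0.0423 to 0.0634 for Csf2, -0.356 to 0.00634 for Ccl3, -0.0888 to 0.00683 for Cd83, -0.0192 to 0.143 for Stra6, -0.127 to 0.0297 for Tigit, -0.109 to 0.0106 for Lag3 and -0.112 to 0.00923 for Prdm1, and in Medium from -0.11 to 0.38 for Ifng. After deletion of Prdm1 they ran from -0.0143 to 0.0747 for Pdpn in IL-12+IL-27, and from -0.184 to 0.191 for Timp1 and -0.064 to 0.104 for Pdpn in IL-27. After deletion of both they ran from -0.121 to 0.0561 for Pdpn in IL-12+IL-27 and -0.108 to 0.0256 for Tigit in IL-27. The difference of effects between IL-12+IL-27 and IL-27 ran from -0.417 to 0.323 for Il10 after deletion of both, and after deletion of Prdm1 from -0.169 to 0.373 for Il10 and -0.517 to 0.145 for Ifng. Without counts, little can be said of the depth behind weakly expressed genes, whose changes the transformation shrinks.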

Differences from the paper's values

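The paper's count of genes after deletion of Prdm1 is 208, and the count here was 128. Of the alternatives set before the data were examined, the project as a term gave 160, within 1.5 times the paper's count. Only the 2 groups compared (24), 1 genotype effect (330) and COX690 only (50) did not come within it. Of the 36 fits without 1 library, 2 did, 145 without COX690A32 and 150 without COX312A12. Sex and project as terms gave 207 and the sex term 152, both chosen after seeing the values. The 32 libraries of Fig. 5a, also chosen after seeing the values, gave 77.

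For the component that follows deletion of Prdm1, the paper's number of genes is about 1300 in Fig. 5, read by eye, and the number here was 801. COX690 libraries only, set before the data were examined, gave 926, within 1.5 times. So did 28 of the 36 fits without 1 library, such as 1300 without COX690A30. The number with all libraries thus lies near the low end of its own range. The 32 libraries of Fig. 5a gave 1307 and genes with a mean of at least 8 gave 1048, both chosen after seeing the values. The 32 were picked by the component shares of Fig. 5d, so their number is not an independent match.

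For the component that follows deletion of both, the paper's number is about 1100 in Fig. 5, read by eye, and the number here was 706. Their ratio is so near 1.5 that the difference rests on the rounding of the reading. Of the 24 fits without 1 library, set before the data were examined, 10 came within 1.5 times, such as 1131 without COX312A40 and 1154 without COX312A48.

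Other counts lie within 1.5 times the paper's, though not under all settings. For deletion of both the paper's count is 802 and the count here was 578, with 128 from only the 2 groups compared and 1604 with 1 genotype effect, both set before the data were examined. Fits without 1 library ran from 306 to 805, and 10 of 24 came within 1.5 times. The highest, without COX312A56, is the nearest to the paper's. Chosen after seeing the values, the sex term gave 758, quantile normalization 567, no variance trend 581 and a mean of at least 8 452. For Maf the paper's count is 561 and the count here was 676, with 88 from only the 2 groups compared and 1008 with 1 genotype effect. Fits without 1 library ran from 301 to 794, and 21 of 24 came within 1.5 times, the nearest being 558 without COX690A15. Chosen after seeing the values, the sex term gave 994, quantile normalization 660, no variance trend 666 and a mean of at least 8 608.

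Some statements of the paper differ from the values here. It places Il10 in a cluster with Nfatc2, Hif1a and Nfil3, and Il21 with Batf. Here none of the 3 shared a cluster with Il10 in 20 seeds, nor did Batf with Il21. It describes component 1 as parting days 1 and 2 from days 3 and 4, while scores of day 2 reached -0.0247 and those of day 3 began at -0.0331. It describes Prdm1 as not seen in IL-12, where it was 0.83 (standard error 0.28, adjusted p = 0.0304) above Medium at day 4. It describes Ifng in IL-27 as falling to the level of Medium. Here Ifng was 1.80 above Medium at day 2, 1.90 at day 3 and 1.27 (standard error 0.58, adjusted p = 0.0721) at day 4. Only the change at day 3 was past the threshold.

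It lists Eomes, Il2 and Csf2 in the most increased IL-12+IL-27 cluster, while here they lay in a cluster of 648 genes. It lists Pdpn with Il10 in IL-27, while here it lay in a cluster of 620. It describes Ifng as increased after deletion in every cytokine condition. Here its change was above 0 but past the threshold in no comparison. The largest came after deletion of Prdm1 in IL-27, 1.05 (adjusted p = 0.644). The comparison nearest the threshold was deletion of Maf in IL-27, which fell just short of it. It describes the regulation of Ifng as most pronounced in IL-12+IL-27. The difference between IL-12+IL-27 and IL-27 was -0.23 for Prdm1, -0.49 for Maf and -0.33 for both, and no interaction passed the threshold. These are differences of log2 ratios. The paper also measured Ifng by PCR on a relative scale that is not logarithmic, and reports a rise in IL-12+IL-27 after each deletion. PCR was not analysed here, so the values above do not bear on that evidence. It describes Timp1 and Pdpn in IL-27 as reduced after each deletion. After deletion of Prdm1 the changes were 0.00 and 0.03, and after deletion of both -0.77 and -0.13, all short of the threshold.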

Other observations

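The tests of other splits, of the sequencing project, of the chromosomes of genes called in Medium and of the count after deletion of Maf in IL-27 were chosen before their results were seen, and all others after.

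Of 100 drawn splits of the 9 Prdm1 libraries of a condition into 5 and 4 (126 are possible), the number with at least as many genes as the real one, itself included, was 7 in Medium, 8 in IL-12, 10 in IL-12+IL-27 and 3 in IL-27. In the first 3 conditions other groupings of the libraries may thus give as many genes, and in IL-27 the share was under 0.05. The splits with the most genes gave 284, 4503, 5347 and 3559. In each of these the smaller side held 4 COX690 libraries, of which 2 were Cd4Cre and 2 male, and the larger side held all COX312 libraries and 2 of COX690. In IL-12+IL-27 the smaller side was COX690A28 and COX690A44 (floxed) and COX690A32 and COX690A48 (Cd4Cre). The SD over genes of the difference was 0.163 between the floxed 2 and 0.163 between the Cd4Cre 2, but 0.284 between COX690A28 and COX690A36 and 0.409 between COX690A32 and COX690A40. COX690A36 lay nearer COX312A12 (0.153). So these splits follow a difference between libraries that both genotypes share and that cuts across project and sex. No label names it, though over the 4 conditions these smaller sides together held exactly the codes COX690A25 to COX690A32 and COX690A41 to COX690A48. It was not taken as a term, since that would group libraries by their values or by the order of their codes. The numbers of splits above therefore may reflect this difference, and do not by themselves argue against an effect of the deletion. With the project as a term the deletion gave 6, 7, 146 and 47 genes, and with COX690 only 2, 3, 49 and 15.

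For deletion of Maf, 10 of 10 splits gave as many genes in Medium, 2 of 10 in IL-12, 1 of 10 in IL-12+IL-27 and 1 of 10 in IL-27. In Medium the real split gave 0 genes (585 at an unadjusted p under 0.05). Another split, with both female pools on the same side, gave 784 there and 11 in IL-12, and with the sex of the pool as a term the deletion gave 3 and 13. For deletion of both, 1 of 10 splits did so in Medium, 1 in IL-12, 1 in IL-12+IL-27 and 1 in IL-27. With 3 libraries against 3 the share is never under 0.1, so deletion and other groupings cannot be told apart by it.

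Few genes passed after deletion of Prdm1. With the project as a term 160 passed in any condition against 128 without it, within 1.5 times, which argues against spread between projects as the whole cause.

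Lars2 followed 8 ribosomal-RNA-like transcripts within groups, with a median rho of 0.924 in the Prdm1 table, 0.778 in the Maf table, 0.503 in the double table and 0.774 over the 3. For the most expressed other genes it was -0.11, -0.0557 and 0.0104. With Gm42418 as a term the change of Lars2 after deletion of both in IL-12+IL-27 went from -0.978 to -0.117, after deletion of Prdm1 from -0.411 to -0.131 and after deletion of Maf from -0.0549 to 0.145. Of 9 such transcripts, Lars2 included, 0 passed there over all genes and 6 when adjusted over the list alone, with a median of -0.86. Ribosomal or unpolyadenylated RNA left in the libraries is a candidate explanation.

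Of 19 genes past the threshold in Medium after deletion of Prdm1 or of both, the targeted genes aside, 0 lay on a chromosome of a gene targeted in the same mice (10 for Prdm1, 10 and 8 for both), where 7.6% of tested genes lie (Fisher's exact test, one-sided, p = 1). Of the 6 after deletion of Prdm1, 3 (Ccl22, Gm42031 and Rab4a) lay on chromosome 8, which holds Maf, a gene not targeted in those mice. This was noticed afterwards and not tested. With so few genes a strain segment carried along with an allele cannot be told apart from other sources.

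The 9 Ifi200 genes in the table changed most after deletion of both in Medium, with a median of -0.27, 0 past the threshold over all genes and 4 when adjusted over the list alone. There 12 interferon-stimulated genes, none of them on chromosome 1, had a median of -0.48, with 0 past over all genes and 10 over the list alone. That argues against a strain segment on chromosome 1 as the whole cause. No biological explanation was tested.

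Deletion of Maf gave 655 genes in IL-27 and 37 in IL-12+IL-27. The median SD within groups in IL-12+IL-27 was 0.909 of that in IL-27. Because that fit shares the spread over all groups, this ratio cannot decide on the difference of these counts. With only the 2 groups compared, where each comparison has its own spread, the counts were 80 in IL-27 and 10 in IL-12+IL-27. Without any 1 library the count was at least 279 in IL-27 (without COX690A18) and at most 32 in IL-12+IL-27, which argues against a single library.

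In all 108 libraries Xist was high and the Y-linked genes low, or the reverse, with 52 of high Xist and gaps of 74.8% and 74.9% of the range. This is consistent with pools of either sex.

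Sex explained 86.6% of component 3 of the Maf table, which holds more variance than the component that follows the deletion. Without the 303 genes on X and Y sex explained 29% of the component it followed most, so genes on these chromosomes may carry much of it. Outside X and Y, the difference by sex correlated across genes at -0.0914 between the Maf and double tables and at 0.639 between the Maf and Prdm1 tables. Genes are not independent replicates. A difference between experiments that goes with sex cannot be told apart from sex itself.

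In floxed cells Maf stood 1.49 higher in the Prdm1 than in the Maf table in IL-12+IL-27 and 1.51 higher in Medium. Its rise from Medium was 4.67 and 4.68. Library medians lay between 9.97 and 10 in the Prdm1 table and between 10 and 10.1 in the Maf table. These medians argue against a scaling shared by all genes as the source of the offset. Another effect of the separate transformation cannot be told apart from a real difference between the floxed cells, because the same rise may occur with either.

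In double-floxed library COX312A40 in IL-12+IL-27, Maf stood 3.61 above the mean of the other 2. Its mean rho was 0.9931 with its own condition and 0.9871 with IL-27, and its median difference from the other 2 was -0.012. These values argue against another cytokine condition and against scaling. AC102496.1 was 0.414 above the higher of the other 2, but cells of another line in the pool cannot be told apart from other sources in a single library.

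In Cd4Cre cells Prdm1 still rose by 1.32 from Medium to IL-12+IL-27, against 3.16 in floxed cells. Incomplete deletion or a transcript without the floxed exon is a candidate explanation.

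With the mean of each day removed, r with Il10 within cultures with IL-27 was 0.639 for Hif1a and 0.653 for Nfil3, against 0.884 for Prdm1 and 0.905 for Maf. This argues against time in culture as the whole cause.

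Among the largest changes, Emp1 changed by -0.98 after deletion of Prdm1 in IL-12+IL-27 and -1.01 in IL-27, Dclk1 by 0.93 in IL-12+IL-27 and Lif by 0.64 in IL-27. After deletion of Maf in IL-12+IL-27, Podnl1 changed by -0.59, Emp1 by -0.49, S100a6 by 0.73, Gm23935 by 1.21 and Gm25911 by 0.85. In IL-27 Ly6g changed by -1.18, Serpinb5 by -1.11, Klrc2 by 0.82, Dclk1 by 0.79 and Ms4a4c by 0.68. After deletion of both, Igfbp4 changed by 0.85 in IL-12+IL-27, and Serpinb5 by -1.36 and Serpine2 by 0.74 in IL-27. In IL-12+IL-27 the groups did not overlap for 18.6% of genes after deletion of both and 10.3% after deletion of Maf, where chance gives 10%. After deletion of Prdm1 the share was 2.3%, where chance gives 1.59%. In IL-27 the shares were 11%, 20.7% and 1.46% in the same order. With the 32 Prdm1 libraries they were 2.69% in IL-12+IL-27 and 1.85% in IL-27, where chance gives 2.86%.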
